# Ewe breed differences in the cervical transcriptome at the follicular phase of a synchronised oestrous cycle

**DOI:** 10.1186/s12864-022-08603-8

**Published:** 2022-05-11

**Authors:** Laura Abril-Parreño, Kieran G. Meade, Anette Kristine Krogenæs, Xavier Druart, Paul Cormican, Sean Fair

**Keywords:** RNA-sequencing, Ovine, Cervix, Oestrous synchronisation

## Abstract

**Background:**

Cervical artificial insemination (AI) with frozen-thawed semen results in unacceptably low pregnancy rates internationally. The exception is in Norway, where vaginal deposition of frozen-thawed semen to a natural oestrous routinely yields pregnancy rates in excess of 70%. Previous studies by our group has demonstrated that this is due to differences in cervical sperm transport. However, a potentially important contributory factor is that ewes are inseminated to a natural oestrous in Norway but to a synchronised oestrous across most of the rest of the world. In this study, we interrogated the gene expression of the sheep cervix of four ewe breeds with known differences in pregnancy rates following cervical AI using frozen-thawed semen under the effect of exogenous hormones to synchronise the oestrous cycle. These four ewe breeds (*n* = 8 to 11 ewes per breed) are from two countries: Ireland (Belclare and Suffolk; medium and low fertility, respectively) and Norway (Norwegian White Sheep (NWS) and Fur; both with high fertility compared to the Irish ewe breeds).

**Results:**

RNA extracted from cervical biopsies collected from these breeds was analysed by RNA-sequencing and differential gene expression analysis. Using the low-fertility Suffolk breed as a reference level; 27, 1827 and 2641 genes were differentially expressed in Belclare, Fur and NWS ewes, respectively (*P* <  0.05 and FC > 1.5). Gene ontology (GO) analysis revealed that Fur and NWS had an up-regulation of enriched pathways involved in muscle contraction and development compared to Suffolk. However, there was a down-regulation of the immune response pathway in NWS compared to Suffolk. In addition, GO analysis showed similar expression patterns involved in muscle contraction, extracellular matrix (ECM) development and cell-cell junction in both Norwegian ewe breeds, which differed to the Irish ewe breeds.

**Conclusions:**

This novel study has identified a number of conserved and breed-specific biological processes under the effect of oestrous synchronisation that may impact cervical sperm transport during the follicular phase of the reproductive cycle.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08603-8.

## Background

In sheep, low pregnancy rates following cervical AI using frozen-thawed semen is a worldwide problem for the industry (See review by Fair et al. (2019) [1]). The exception is Norway where farmers themselves perform shot-in-the-dark (vaginal) AI with frozen-thawed semen to a natural oestrous and routinely achieve pregnancy rates in excess of 70% [2]. The reason for the success in Norway has been the focus of a number of studies by our group [3–5] and we have identified the breed of the ewe used in Norway to be the reason for the high fertility. Specifically, we have demonstrated that it is the failure of frozen-thawed sperm to traverse the cervix in some breeds compared to others [6]. Recent studies by our group have shown no relationship between gross cervical anatomy (cervical length, number of cervical rings and the appearance of the external *os*), mucus properties (volume and viscosity) and fertility across six European ewe breeds (Norwegian, French and Irish) [7]. Thus, subtler molecular differences in the cervix or its secretions may explain the differences in frozen-thawed sperm transport.

A factor to consider is that ewes are inseminated to a natural oestrous in Norway but to a synchronised oestrous across most of the rest of the world. The use of exogenous hormones for oestrous synchronisation allows farmers increased reproductive and labour efficiency by controlling the timing of ovulation. However, this has been associated with reduced fertility [8]. There are several protocols used for oestrous synchronisation in ewes, but the most widely used protocols are the intravaginal sponges impregnated with progestogen for 12 to 14 days [9]. Several studies have reported negative effects on pregnancy rates [8] and sperm transport in the reproductive tract of the ewe [10] compared to ewes at the natural oestrous cycle. Furthermore, Manes et al. 2014 [11] reported that the presence of intravaginal sponges decreased the conception rates in ewes following cervical AI using fresh semen. Mitchell et al. 2005 [12] observed increased neutrophil recruitment in the presence of an intravaginal sponge, which could be a factor compromising sperm transit across the cervix.

There are contradictory results regarding the effect of oestrous synchronisation on mucus production, with quantities reportedly increasing [7, 13, 14] and decreasing [15] after hormone use. Maddison et al. 2016 [16] demonstrated an increase in mucus production, which was accompanied by an increase in mucus protein composition in Merino ewes after superovulation compared to the naturally cycling ewes. In addition, many proteins were differentially increased or decreased compared to the levels of those proteins at a natural oestrous cycle [17]. These changes in the cervical mucus have a negative impact on sperm viability [18] and only sperm with normal morphology and motility make it into the uterus [19].

Given that the aforementioned ewe breed differences in sperm transport across the cervix are likely due to subtle molecular differences in the cervix or its secretions and the fact that cervical AI is performed to a natural oestrous in Norway but to a synchronised oestrous across the rest of the world. We undertook an RNA-sequencing analysis to interrogate cervical gene expression in these ewe breeds at the synchronised cycle following our previous gene expression analysis of the same ewe breeds at the natural oestrous cycle [20] . Therefore, the aim of this study was to profile the transcriptome of the cervix in two Norwegian and two Irish ewe breeds, with known differences in pregnancy rates following cervical AI with frozen-thawed semen, at the follicular phase of a synchronised oestrous cycle.

## Results

### Clustering of Norwegian against Irish ewe breeds showed an evident divergence in gene expression profiles

Principal component analysis (PCA) was used to assess the distribution of cervical samples between ewe breeds known to have divergent fertility following cervical AI with frozen-thawed semen. 

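RNA was sequenced from the mid-cervix of 39 ewes at the follicular phase of a synchronised oestrous cycle, with 1 library per ewe. There were 10 Belclare and 11 Suffolk ewes from Ireland, and 8 Fur and 10 NWS ewes from Norway. Suffolk and Belclare are the low and medium fertility Irish breeds, and Fur and NWS the high fertility Norwegian breeds. Each breed was sampled in 1 country only, so breed and country cannot be told apart between Irish and Norwegian ewes, and neither the labels nor the paper's text give a sequencing date or batch. The authors aligned the reads to the sheep genome Oar_v3.1 with STAR, kept uniquely mapped read pairs, and counted them on Ensembl genes with featureCounts. They deposited these read counts for each gene identifier and ewe, without normalization. The libraries were stranded, and the paper's text does not state whether counting used the strand.
Total counts per ewe ranged from 16628290 to 22109169 in Belclare (median 18050246), from 16436861 to 22668698 in Fur (median 18907368), from 14461289 to 19072737 in NWS (median 17166688) and from 15177320 to 31261671 in Suffolk (median 16456361). Its Table S4 lists from 22424634 to 48797877 uniquely mapped read pairs per ewe, of which between 55.4% and 66.7% were counted on genes. The values given beside the results use the deposited counts. Mean total counts did not differ between each breed and Suffolk beyond what other divisions of the same ewes give (two-sided exact permutation tests, p = 0.798 for Belclare, 0.669 for Fur and 0.507 for NWS).
With a low count filter after the one in the paper's methods, whose wording leaves the rule open, the 14811 genes with at least 1 CPM, the count scaled to library size, in at least 10 of the 39 ewes were tested. Each breed was compared with Suffolk in a fit of those ewes alone, with edgeR's TMM normalization and quasi-likelihood test and Benjamini-Hochberg adjustment, whereas the paper's methods name DESeq2's median of ratios and likelihood ratio test. A DEG had an adjusted p under 0.05 and an estimated fold change above 1.5 in either direction. A positive log2 fold change means higher expression in the named breed, and a negative one higher expression in Suffolk. Expression is given as CPM on the TMM-normalized library sizes, as mean ± SD over the ewes of a breed. A level of 3 counts, taken as the limit of detection, was 0.17 CPM on average in the Suffolk libraries. Gene names come from the paper's supplementary tables, which pair 1352 of the identifiers with a name.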

We used the low fertility Suffolk breed as a reference level due to its lowest fertility. 

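The separation of the breeds was measured as the share of the total variance of log2 CPM, over the 14811 genes, that lay between a breed and Suffolk. This share was 7.0% for Belclare, against a median of 4.64% over all 352716 ways to divide the same 21 ewes into groups of these sizes (one-sided exact permutation test, p = 0.124). For Fur it was 23.7%, against a median of 5.11% over 75582 divisions, and no other division reached it (exact permutation test, p = 1.32e-05, the smallest that these group sizes allow). For NWS the share was 25.6%, against a median of 4.56%, again above every other division (exact permutation test, p = 2.84e-06, the smallest possible). Over the 500 genes of largest variance, the alternative that moved the Belclare and Fur shares most, they were 9.33% for Belclare (p = 0.0545 from the same exact test), 26.8% for Fur and 25.4% for NWS.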

Figure 1 shows an evident separation between Suffolk and both Norwegian ewe breeds (NWS and Fur), although there is no clear separation between Suffolk and Belclare ewes.

**Fig. 1:**
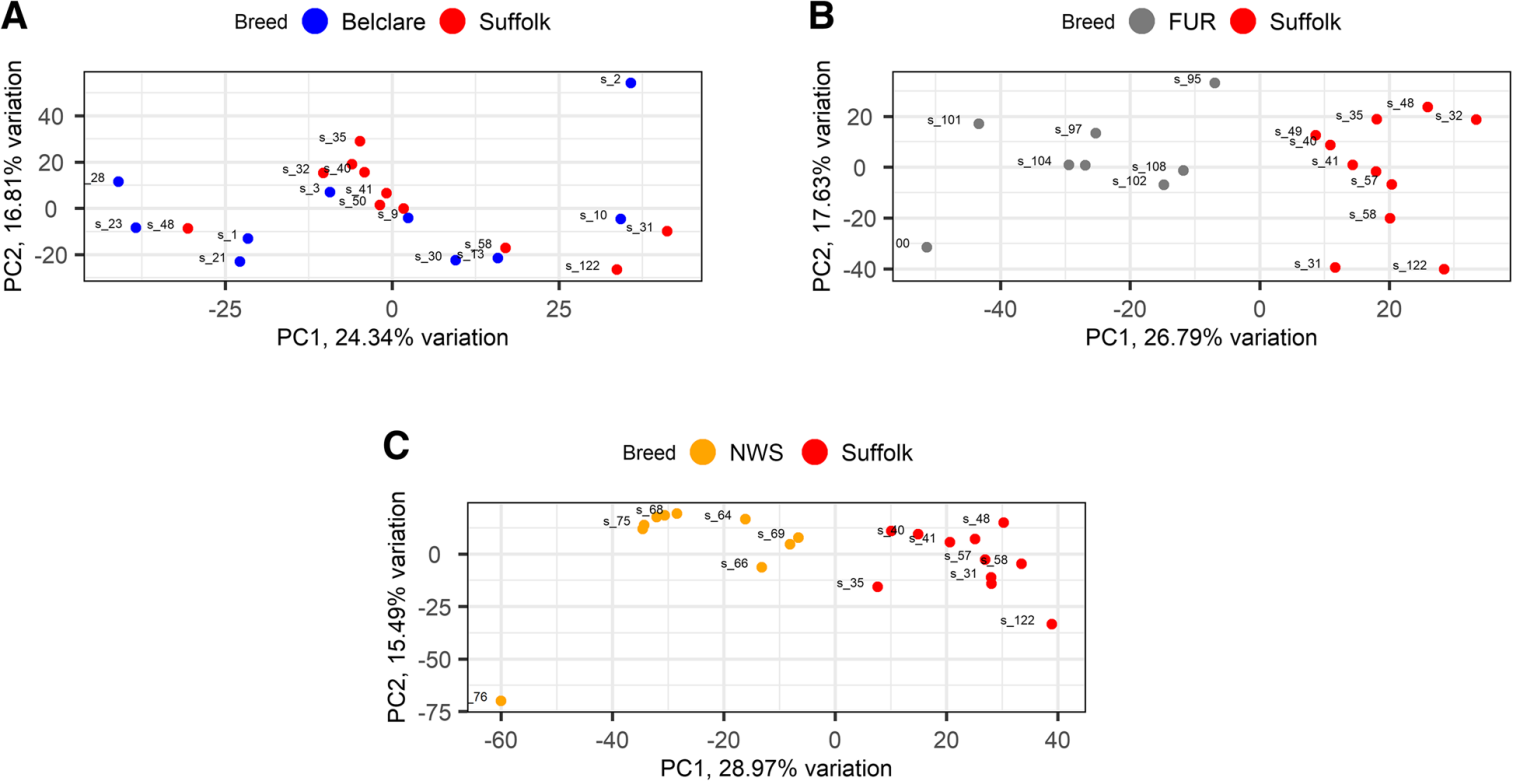
Principal component analysis (PCA) plots show distribution of RNA-sequencing samples, where colours indicate the two ewe breeds in each comparison: Belclare (**A**), Fur (**B**) and Norwegian White Sheep (NWS) (**C**) compared to Suffolk at the follicular phase of a synchronised oestrous cycle

### Gene expression analysis revealed greatest differences between the low fertility Suffolk breed and high fertility NWS

Ewe breed was shown to significantly affect the cervical gene expression, showing extensive alterations between the low fertility Suffolk breed and the two ewe breeds with highest fertility (Fur and NWS). 

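At an adjusted p under 0.05 and without a fold change threshold, 1 gene differed between Belclare and Suffolk, 4678 genes between Fur and Suffolk and 6182 genes between NWS and Suffolk (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 the numbers were 954, 6248 and 7434 of 14811. The median standard error of a log2 fold change was 0.15 for Belclare, 0.15 for Fur and 0.14 for NWS, so the precision of the 3 comparisons was similar. Of the DEGs with a fold change above 1.5, 1531 were shared by Fur and NWS, which is 77.9% of those of Fur and 55.2% of those of NWS. The direction against Suffolk was the same in both breeds for 1529 of them. Both comparisons use the same Suffolk ewes, which by itself favours shared DEGs of the same direction. How large the overlap would be from the shared ewes alone was not computed.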

The identified differentially expressed genes (DEGs) were found to be significant with a *P* <  0.05 and FC > 1.5. 

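Against Suffolk, 1 DEG was called in Belclare, with higher expression. In Fur there were 1965 DEGs, 884 with lower expression and 1081 with higher expression, and in NWS 2774, of which 1361 had lower and 1413 higher expression. The DEG of Belclare was ENSOARG00000015670, which has no name in the paper's tables and was singled out here after its values were seen. All 11 Suffolk ewes had 3 counts or fewer of this gene, while the Belclare ewes had between 1 and 145 counts, or 2.66 ± 2.64 CPM (SD, n = 10 ewes). Its expression was at least 15.6-fold higher in Belclare (adjusted p = 0.0136 from edgeR's quasi-likelihood test), which rested on the 6 of 10 Belclare ewes with 2.53 CPM or more. When the fold change was itself tested against 1.5 with edgeR's glmTreat, the numbers of DEGs fell to 323 in Fur and 635 in NWS and stayed at 1 in Belclare. DESeq2's Wald test with unshrunken fold changes moved the Belclare comparison most, to 44 DEGs, 23 with lower and 21 with higher expression.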

RNA-sequencing detected 27 DEGs (14 with lower-expression and 13 with higher-expression), 1827 (890 with lower-expression and 937 with higher-expression) and 2641 (1352 with lower-expression and 1289 with higher-expression) in Belclare, Fur and NWS respectively compared to Suffolk. Ewe breed differences are evident between the highest fertility breed (NWS) and Suffolk (lowest fertility) as illustrated on the volcano plot (Fig. 2).

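Between NWS and Suffolk, the named DEGs of smallest p with higher expression in NWS were PNCK, POPDC2 and PCP4. POPDC2 (ENSOARG00000019786) had a log2 fold change of 4.69 (standard error 0.37, adjusted p = 1.65e-08 from edgeR's quasi-likelihood test), with 6.95 ± 2.37 CPM (SD, n = 10) in NWS and 0.253 ± 0.190 CPM (n = 11) in Suffolk. PCP4 (ENSOARG00000009912) had a log2 fold change of 6.36 (standard error 0.57, adjusted p = 7.3e-08 from the same test). The named DEGs of smallest p with lower expression in NWS differed less in size. Which genes have a name differs between the directions, since the readable part of Table S6 lists only genes higher in Suffolk. The contrast in size is therefore not one between all DEGs of each direction. GRN (ENSOARG00000008164) had 200.2 ± 35.8 CPM in NWS and 402 ± 47.5 CPM in Suffolk, a log2 fold change of -0.99 (standard error 0.09, adjusted p = 9.32e-08), and NWS replicate 2 had 295.8 CPM of GRN where the other NWS ewes had at most 214 CPM. ZNF341 and ERGIC1 had log2 fold changes of -0.71 and -0.72 (adjusted p = 1.42e-07 and 2.38e-07). For each of these 6 genes every NWS ewe lay outside the range of the 11 Suffolk ewes.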

**Fig. 2:**
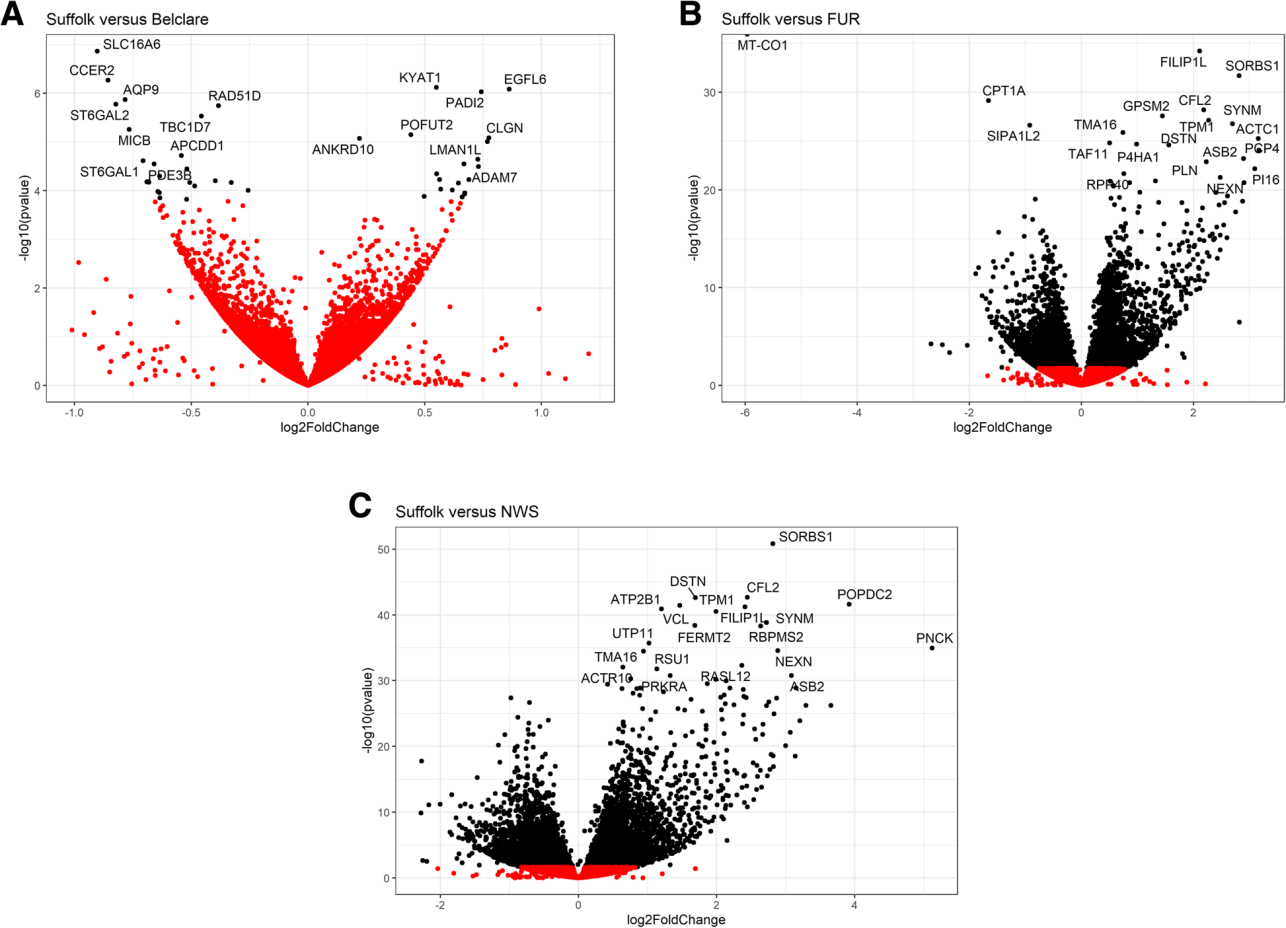
Gene expression data presented as volcano plots at the follicular phase of a synchronised oestrous cycle for Belclare (**A**), Fur (**B**) and Norwegian White Sheep (NWS) (**C**) compared to the low fertility Suffolk breed using log values of the fold change and *P*-value. Each point represents a single gene, with those in black representing genes that survived the cut off thresholds of adjusted *P* <  0.05 and FC > 1.5 and red points represent genes with a *P* > 0.05

The top 5 DEGs with the highest expression in Suffolk compared to Belclare is shown in Supplementary Table 1. These include *SLC16A6* (Solute Carrier Family 16 Member 6), *CCER2* (Coiled-coil glutamate-rich protein 2), *AQP9* (Aquaporin 9) and *ST6GAL2* (Beta-galactoside alpha-2,6-sialyltransferases). 

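SLC16A6 (ENSOARG00000015264) had 3.33 ± 2.37 CPM (SD, n = 11) in Suffolk and 0.833 ± 0.547 CPM (n = 10) in Belclare, a log2 fold change of -2.01 (standard error 0.39, adjusted p = 0.106 from edgeR's quasi-likelihood test), and 9 of the 10 Belclare ewes lay below every Suffolk ewe. CCER2 (ENSOARG00000005905) had a log2 fold change of -1.43 (standard error 0.29, adjusted p = 0.106), AQP9 (ENSOARG00000020858) of -2.18 (standard error 0.47, adjusted p = 0.171), ST6GAL2 (ENSOARG00000020956) of -1.43 (standard error 0.30, adjusted p = 0.125) and MICB (ENSOARG00000009868) of -1.23 (standard error 0.27, adjusted p = 0.171). None of these genes passed the threshold after adjustment over the 14811 genes. With DESeq2's Wald test and unshrunken fold changes all of them did, for example SLC16A6 at an adjusted p of 0.000498. AQP9 ranged from 0.178 to 11.6 CPM among the Suffolk ewes.
Of the 27 genes that the paper's Table S5 lists with a fold change above 1.5, 26 were among the genes tested. All 26 had the direction of the paper, with adjusted p between 0.106 and 0.371 and unadjusted p of at most 0.00136. Adjusted over this list alone, which was drawn from the same ewes, all 26 had an adjusted p under 0.05.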

The top 5 DEGs with the lowest expression in Suffolk compared to Belclare is also shown in Supplementary Table 1. These include *EGFL6* (EGF Like Domain Multiple 6), *CLGN* (Calmegin), *LMAN1L* (Lectin, Mannose Binding 1 Like) and *ADAM7* (ADAM Metallopeptidase Domain 7).

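EGFL6 (ENSOARG00000011304) had 4.62 ± 3.06 CPM (SD, n = 10) in Belclare and 1.31 ± 0.711 CPM (n = 11) in Suffolk, a log2 fold change of 1.79 (standard error 0.37, adjusted p = 0.106 from edgeR's quasi-likelihood test). CLGN (ENSOARG00000012717) had a log2 fold change of 1.73 (standard error 0.39, adjusted p = 0.19), LMAN1L (ENSOARG00000003153) of 1.66 (standard error 0.39, adjusted p = 0.211) and ADAM7 (ENSOARG00000009977) of 1.51 (standard error 0.35, adjusted p = 0.211). The fifth gene of Supplementary Table 1 on this side, PADI2 (ENSOARG00000011146), rose by 0.97 on the log2 scale (standard error 0.20, adjusted p = 0.106), from 15.9 ± 5.80 CPM in Suffolk to 31.4 ± 7.79 CPM in Belclare. Each of these differences between means was larger than the SD of the Suffolk ewes, and that of CLGN was smaller than the SD of the Belclare ewes (1.99 CPM). None passed the threshold after adjustment. DESeq2's Wald test called all of them, with adjusted p from 0.00168 for EGFL6 and PADI2 to 0.0201 for ADAM7.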

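Mean expression of several genes that were lower in Fur depended on a few Suffolk ewes. SERPINF2 (ENSOARG00000014081) had 10.9 ± 27.3 CPM (SD, n = 11) in Suffolk and 0.839 ± 0.607 CPM (n = 8) in Fur, with a log2 fold change of -3.68 (standard error 0.98, adjusted p = 0.00781 from edgeR's quasi-likelihood test). Suffolk replicate 3 had 92.9 CPM of SERPINF2, and the other Suffolk ewes had between 1.02 and 5.18 CPM. MUC5AC (ENSOARG00000009361) had 79.7 ± 203 CPM in Suffolk and 5.20 ± 2.84 CPM in Fur, a log2 fold change of -3.96 (standard error 1.08, adjusted p = 0.00934). Suffolk replicate 2 had 689.2 CPM of MUC5AC, the others between 3.1 and 58 CPM, and Fur replicate 4 had 0.794 CPM, the other Fur ewes 3.22 CPM or more. The unnamed gene ENSOARG00000016098 had a log2 fold change of -3.51 (standard error 0.93, adjusted p = 0.00736), with 495.6 CPM in Suffolk replicate 2, the next highest level in replicate 6, and between 7.30 and 19.9 CPM in the other Suffolk ewes. ATP8A2 (ENSOARG00000013009) did not rest on single ewes. Its log2 fold change was -2.41 (standard error 0.38, adjusted p = 0.000125), from 27.3 ± 14.9 CPM in Suffolk to 5.11 ± 2.64 CPM in Fur.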

The top 5 DEGs with the highest expression in Suffolk compared to Fur ewes at the follicular phase included: Cytochrome C Oxidase Subunit 1 gene (*COX-1*), Serpin Peptidase Inhibitor (*SERPINF2*), Mucin 5 AC (*MUC5AC*; Supplementary Table 2). *COX-1* was the gene with the highest difference between Fur and Suffolk, presenting higher levels of *COX-1* in the low fertility Suffolk breed compared to both Fur (FC = 62.23; Table S6) and NWS (FC = 0.48; Table S7) (*P* <  0.05) but not Belclare. 

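The COX-1 of the paper's tables is ENSOARG00000000016, listed there as cytochrome c oxidase subunit 1, a gene of the mitochondrial genome. It had 2326 ± 272 CPM (SD, n = 11) in Suffolk, 2403 ± 298 CPM (n = 10) in Belclare, 1644 ± 164 CPM (n = 10) in NWS and 33.8 ± 6.62 CPM (n = 8) in Fur. The log2 fold change of Fur against Suffolk was -6.11 (standard error 0.14, adjusted p = 5.45e-17 from edgeR's quasi-likelihood test), a 68.8-fold higher count level in Suffolk. For NWS the log2 fold change was -0.49 (standard error 0.08, adjusted p = 4.62e-05), a 1.40-fold higher expression in Suffolk, which is below the threshold of 1.5. No difference was found for Belclare, with a log2 fold change of 0.04 (standard error 0.09, adjusted p = 0.999). All 8 Fur ewes lay between 24.6 and 47.8 CPM of COX-1, and every other ewe of the synchronised follicular phase at 1425 CPM or more. At the natural follicular phase, NWS replicates 4 and 10 had 36.9 and 31.7 CPM of COX-1, within the range of the Fur ewes. The authors' mapping allowed at most 2 mismatches with the reference genome, so reads of a COX-1 sequence that differs more would not be counted. The low level in Fur may therefore be a loss of reads rather than of expression. The counts cannot tell these apart.
MT-ND6 (ENSOARG00000000033), the other mitochondrial protein gene that the paper's tables name, was lower in both Norwegian breeds by a similar amount at the synchronised follicular phase. Its log2 fold change was -0.71 (standard error 0.19, adjusted p = 0.00938) in Fur and -0.70 (standard error 0.18, adjusted p = 0.00421) in NWS. With the replicate number, which joins different animals, as a block it was -0.579 in Fur and -0.578 in NWS, which is below the fold change threshold. At the luteal phase of the synchronised cycle MT-ND6 was not lower, with log2 fold changes of 0.075 in Fur and 0.342 in NWS. Cyclooxygenase-1, against which the antibody used for staining is directed, is encoded by another gene, PTGS1 (ENSOARG00000014116). PTGS1 had 36.4 ± 15.9 CPM in Suffolk, 25.1 ± 10.46 CPM in Belclare, 22.5 ± 4.79 CPM in Fur and 22.0 ± 11.1 CPM in NWS. Its log2 fold change against Suffolk was -0.69 in Fur (standard error 0.22, adjusted p = 0.0235), -0.72 in NWS (standard error 0.26, adjusted p = 0.0308) and -0.54 in Belclare (standard error 0.25, adjusted p = 0.75).

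**Figure D1:**
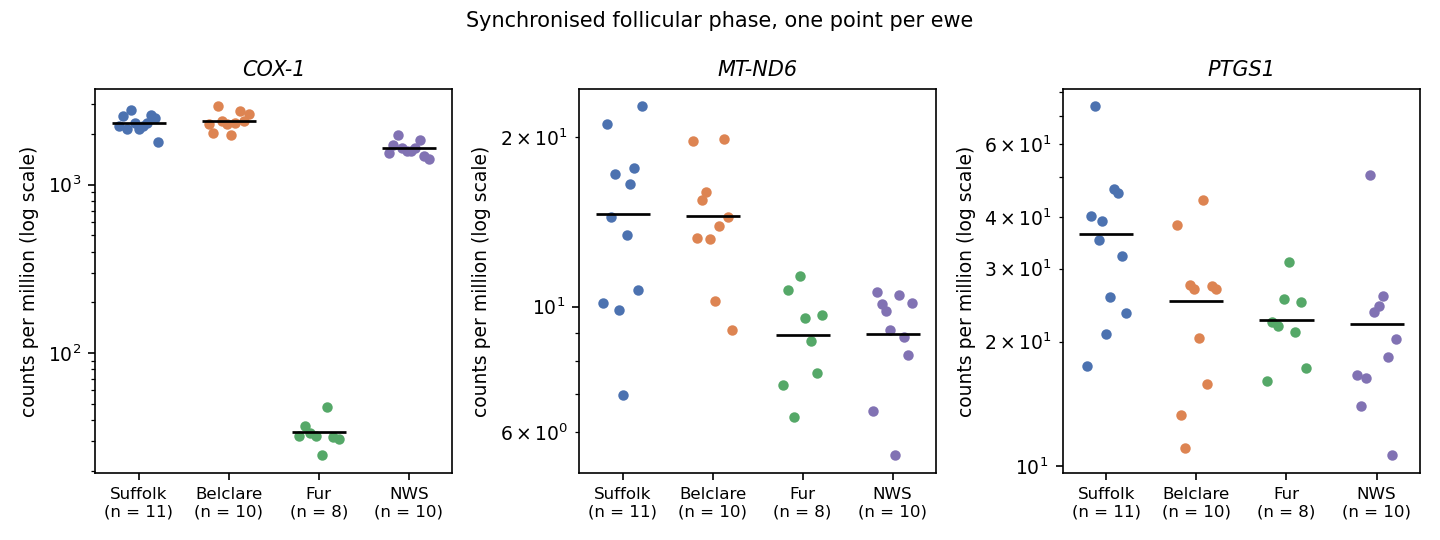
Expression of COX-1, MT-ND6 and PTGS1 in CPM (log scale) by breed at the synchronised follicular phase. Each point is 1 ewe and each black line the mean of the breed. The 8 Fur ewes lie between 24.6 and 47.8 CPM of COX-1, while the breeds overlap for PTGS1.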

The presence of COX-1 in the cervical tissue of Suffolk and the two Norwegian breeds (Fur and NWS) was validated by COX-1 staining (Fig. 3). The top 5 DEGs with the lowest expression in Suffolk compared to Fur are also shown in Supplementary Table 2. These include genes involved in actin-filament dynamics (*ACTA1, ACTG2*), Ankyrin Repeat and SOCS Box Protein 2 (*ASB2*) and Peptidase Inhibitor 16 (*PI16*).

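ACTG2 (ENSOARG00000012108), an actin of smooth muscle, had 2160 ± 1171 CPM (SD, n = 8) in Fur and 127 ± 80.2 CPM (n = 11) in Suffolk, a log2 fold change of 4.09 (standard error 0.48, adjusted p = 1.22e-05 from edgeR's quasi-likelihood test). ASB2 (ENSOARG00000014168) had a log2 fold change of 3.80 (standard error 0.39, adjusted p = 3.52e-06) and PI16 (ENSOARG00000014123) of 4.61 (standard error 0.51, adjusted p = 7.24e-06). Supplementary Table 2 names the actin ACTC1 (ENSOARG00000019993), whose log2 fold change was 4.30 (standard error 0.42, adjusted p = 1.73e-06), and PCP4 (ENSOARG00000009912), with 36.4 ± 23.0 CPM in Fur and 0.405 ± 0.395 CPM in Suffolk (log2 fold change 6.45, standard error 0.55, adjusted p = 5.69e-07). For each of these 5 genes all 8 Fur ewes lay above all 11 Suffolk ewes. In Belclare, ACTG2 had 649.6 ± 1660 CPM (n = 10), a mean that rested on replicate 2, whose 5368 CPM was above every synchronised follicular ewe of the Norwegian breeds. Across genes, which are not independent replicates, the log2 fold changes of Fur were correlated with the slopes on the mean log2 CPM of ACTG2 and DES among ewes of the same breed (Pearson r = 0.548, permutation p = 0.009 over 1000 shuffles of the ewes within breeds).
The named DEGs of smallest p with lower expression in Fur, next to the mitochondrial gene, were CPT1A (ENSOARG00000016505; log2 fold change -1.75, standard error 0.15, adjusted p = 6.87e-07) and SIPA1L2 (ENSOARG00000003327; log2 fold change -0.93, standard error 0.09, adjusted p = 9.96e-07).

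**Figure D2:**
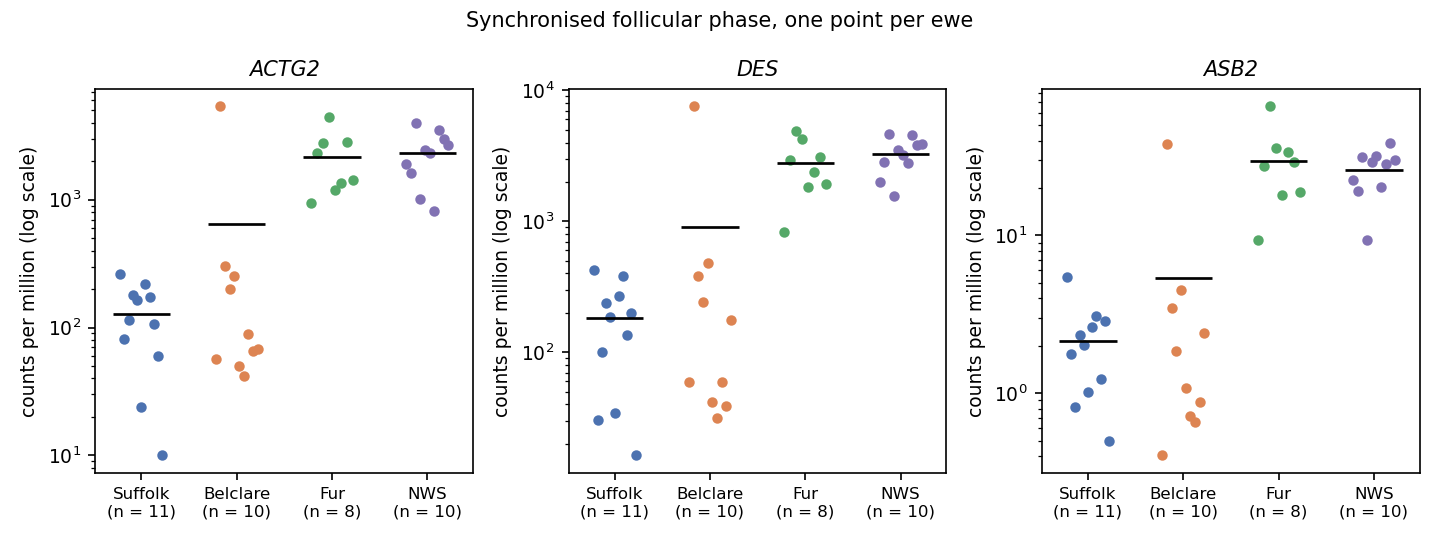
Expression of ACTG2, DES and ASB2 in CPM (log scale) by breed at the synchronised follicular phase. Each point is 1 ewe and each black line the mean of the breed. The Fur and NWS ewes lie above the Suffolk ewes, and 1 Belclare ewe lies apart from the other Belclare ewes, at 5368 CPM of ACTG2.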

**Fig. 3:**
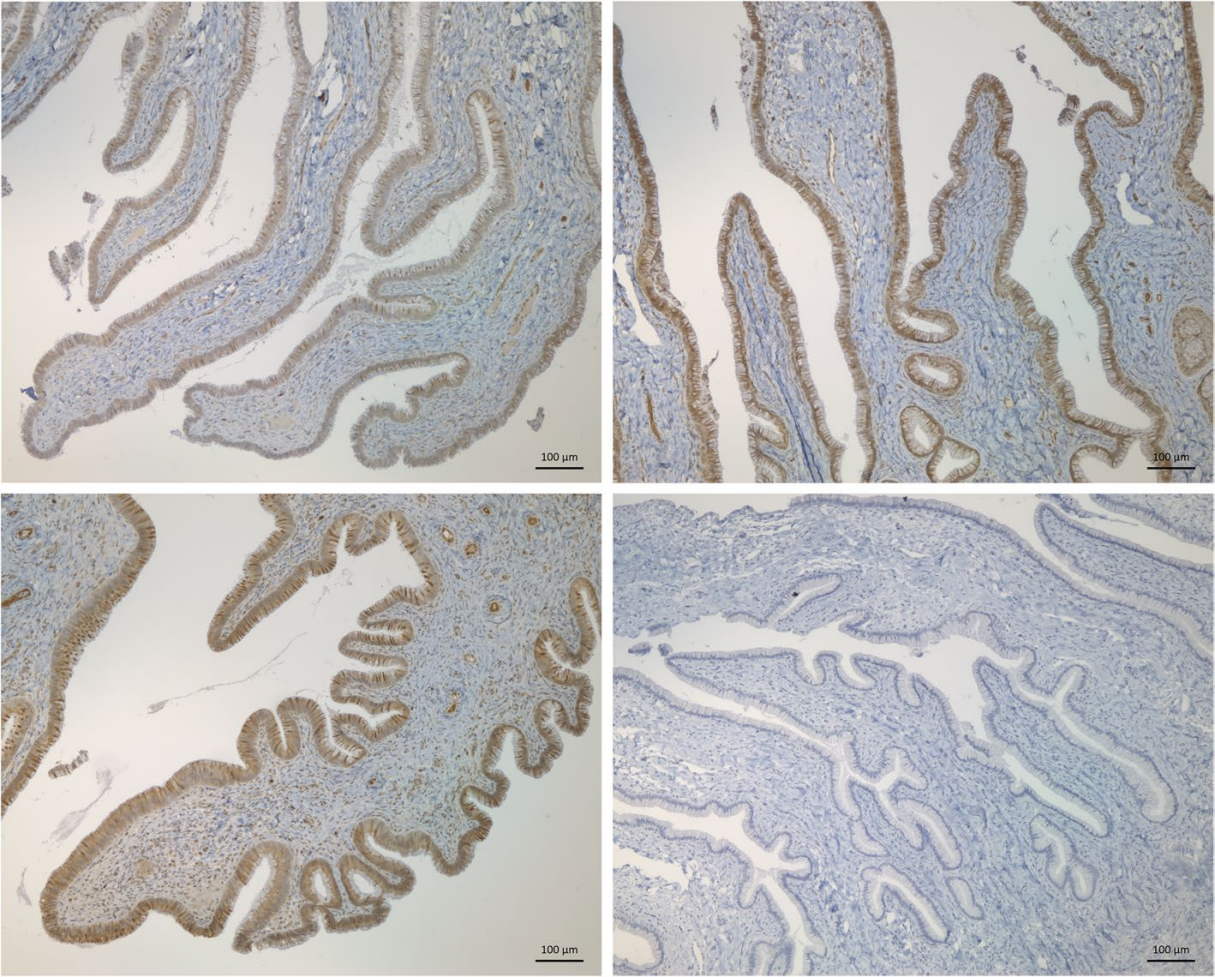
Representative images of COX-1 expression (stained brown) in cervical tissue from Norwegian White Sheep (NWS), Fur and Suffolk at the follicular phase of a synchronised oestrous cycle using immunohistochemical COX-1 staining (magnification: 100x). A representative image of a negative control (without adding antibody) is also shown

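FOXC1 (ENSOARG00000002778) had 5.32 ± 2.38 CPM (SD, n = 11) in Suffolk and 0.846 ± 0.328 CPM (n = 10) in NWS, a log2 fold change of -2.63 (standard error 0.30, adjusted p = 1.2e-06 from edgeR's quasi-likelihood test), and no NWS ewe reached the lowest Suffolk ewe. SCGB2A1 (ENSOARG00000014805) had a log2 fold change of -2.85 (standard error 0.45, adjusted p = 4.54e-05), and TRPM1 (ENSOARG00000016239) of -3.84 (standard error 0.65, adjusted p = 9.27e-05). NWS replicate 2 had 1.48 CPM of TRPM1 and the other NWS ewes at most 0.226 CPM, while NWS replicate 9 had 0 CPM of CD177 and 0.0604 CPM of FLT3, the lowest levels in NWS. The spread among Suffolk ewes was large for the remaining genes. FLT3 (ENSOARG00000012379) lay between 8.44 and 10.2 CPM in 5 Suffolk ewes and between 0.562 and 2.00 CPM in the other 6, against 0.655 ± 0.304 CPM in NWS (log2 fold change -2.86, standard error 0.59, adjusted p = 0.000643). CD177 (ENSOARG00000008513) had 179.8 CPM in Suffolk replicate 6 and between 1.89 and 20.1 CPM in the other Suffolk ewes, against 2.50 ± 1.51 CPM in NWS (log2 fold change -3.20, standard error 0.84, adjusted p = 0.00437).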

The top 5 of the highest expressed genes in Suffolk compared to NWS are the Forkhead Box C1 (*FOXC1*), Secretoglobin Family 2A Member 1 (*SCGB2A1*), FMS-Like Tyrosine Kinase 3 (*FLT3)* and *CD177* (Supplementary Table 3). 

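PNCK (ENSOARG00000007294) had 6.26 ± 2.78 CPM (SD, n = 10) in NWS, while all 11 Suffolk ewes had 3 counts or fewer. Its expression was therefore at least 36.8-fold higher in NWS (adjusted p = 2.52e-09 from edgeR's quasi-likelihood test), and in the same way at least 33.5-fold higher in Fur (adjusted p = 3.62e-08), where it had 5.70 ± 2.80 CPM (n = 8). DES (ENSOARG00000020185) had 3278 ± 1014 CPM in NWS and 183 ± 138 CPM in Suffolk, a log2 fold change of 4.17 (standard error 0.48, adjusted p = 1.39e-06). ACTG2 had 2335 ± 1031 CPM in NWS, and its log2 fold change against Suffolk was 4.21 (standard error 0.46, adjusted p = 7.26e-07). All 10 NWS ewes lay above all 11 Suffolk ewes for each of the 3 genes. As for ACTG2, Belclare replicate 2 had 7545 CPM of DES, more than any synchronised follicular ewe of the Norwegian breeds.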

The top 5 DEGs with the lowest expression in Suffolk compared to NWS, include genes such as Pregnancy Up-Regulated Nonubiquitous CaM Kinase (*PNCK*), Desmin (*DES*) and Actin Gamma 2, Smooth Muscle (*ACTG2*) (Supplementary Table 3). The mapping information and the full lists of the DEGs for all the three comparisons can be found in Supplementary Tables 4, 5, 6 and 7.

### Gene ontology analysis identified repressed immune response pathways in NWS compared to the low fertility Suffolk breed

Identification of enriched pathways using GO analysis revealed no subcategory with significant enrichment in Belclare compared to Suffolk ewes, although GO showed enriched pathways in Fur and NWS compared to Suffolk. The top 5 biological processes with lower and higher expression in Fur compared to Suffolk ewes are shown in Table 1. These include repressed pathways involved in multicellular organismal processes, biological adhesion and response to external stimulus in Fur compared to Suffolk (*P* <  0.05). However, induced pathways in Fur were involved in muscle contraction and circulatory system development. All the enriched pathways involved in biological processes are listed in Supplementary Tables 8 and 9.

**Table 1:** The top 5 biological processes enriched pathways with lower and higher expression in Fur (A) and Norwegian White Sheep (NWS) (B) compared to Suffolk at the follicular phase of a synchronised oestrous cycle

Term name	Term ID	*P*-value
A		
Lower in Fur compared to Suffolk		
Multicellular organismal process	GO:0032501	< 0.001
Regulation of multicellular organismal process	GO:0051239	< 0.001
Biological adhesion	GO:0022610	< 0.001
Response to external stimulus	GO:0009605	< 0.001
System development	GO:0048731	< 0.001
Higher in Fur compared to Suffolk		
Muscle contraction	GO:0006936	< 0.001
Muscle structure development	GO:0061061	< 0.001
Muscle tissue development	GO:0060537	< 0.001
Circulatory system development	GO:0072359	< 0.001
Cellular developmental process	GO:0048869	< 0.001
B		
Lower in NWS compared to Suffolk		
Immune response	GO:0006955	< 0.001
Defence response	GO:0006952	< 0.001
Response to external stimulus	GO:0009605	< 0.001
Multicellular organismal process	GO:0032501	< 0.001
Cell-cell adhesion	GO:0098609	< 0.001
Higher in NWS compared to Suffolk		
Muscle contraction	GO:0006936	< 0.001
Muscle structure development	GO:0061061	< 0.001
Muscle tissue development	GO:0060537	< 0.001
Extracellular matrix organization	GO:0030198	< 0.001
System development	GO:0048731	< 0.001

The induced enriched pathways in NWS compared to Suffolk were also related to muscle development as previously identified in Fur ewes. 

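No assignment of the gene identifiers to GO terms was used here, so the enrichment of pathways was not recomputed. Among the named muscle genes, POPDC2, which encodes a membrane protein found in muscle, had a log2 fold change of 4.62 in Fur (standard error 0.44, adjusted p = 1.32e-06 from edgeR's quasi-likelihood test), and DES had 2774 ± 1336 CPM (SD, n = 8) in that breed. Beside the muscle genes with higher expression in Fur and NWS, the paper cites earlier work for a role of cervical smooth muscle contractions in sperm transport, and it regards contractility alone as unlikely to explain the differences in pregnancy rates.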

Other pathways such as ECM organization and system development were also induced in NWS compared to Suffolk (*P* <  0.05; Table 1). Interestingly, GO analysis revealed a repression in pathways involved in immune response, response to external stimulus and cell-cell adhesion in NWS compared to the low fertility Suffolk breed. All the enriched pathways involved in biological processes are listed in Supplementary Tables 10 and 11.

### Compromised cervical immune protection against pathogens may contribute to reduced fertility

A number of immune genes were also significantly differentially expressed between Suffolk and both Norwegian ewe breeds during the synchronised follicular phase. The majority of differentially expressed immune genes were significantly lower expressed in the Suffolk compared to the Fur, and these are spread across multiple functional classes including CD markers, Major Histocompatibility Complex (MHC), cytokines, chemokines, and genes involved in the antimicrobial response. Comparing the Fur to the Suffolk, CD markers such as *CD27* - a costimulatory molecule that regulates survival and activation of lymphocytes and *CD80* - a costimulatory molecule known for its role in T-cell activation and multiple cytokine receptors were higher. Similarly genes encoding complement proteins (*C3*), apolipoprotein E (*APOE*), the genes *IGF2* and *SAA1* were significantly higher. 

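CD27 (ENSOARG00000008332) had 2.05 ± 1.68 CPM (SD, n = 8) in Fur and 5.73 ± 8.54 CPM (n = 11) in Suffolk, a log2 fold change of -1.49 (standard error 0.61, adjusted p = 0.0669 from edgeR's quasi-likelihood test). Suffolk replicate 2 had 30.9 CPM of CD27 and the other Suffolk ewes between 1.18 and 7.06 CPM. DESeq2's Wald test called it, with a log2 fold change of -1.50 and an adjusted p of 0.0235. CD80 (ENSOARG00000019762) had 3.96 ± 2.15 CPM in Fur and 9.20 ± 3.58 CPM in Suffolk, a log2 fold change of -1.21 (standard error 0.32, adjusted p = 0.0079).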

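The identifier ENSOARG00000000114, named C3, had a log2 fold change of -0.82 in Fur against Suffolk (standard error 0.32, adjusted p = 0.0575 from edgeR's quasi-likelihood test), and ENSOARG00000000751, which carries the same name, of -0.997 (standard error 0.36, adjusted p = 0.0415). APOE (ENSOARG00000009438) had 200 ± 50.5 CPM (SD, n = 8) in Fur and 305 ± 47.0 CPM (n = 11) in Suffolk, a log2 fold change of -0.61 (standard error 0.14, adjusted p = 0.00255). IGF2 (ENSOARG00000003586) had a log2 fold change of -0.81 (standard error 0.31, adjusted p = 0.0531), with 44.4 CPM in Fur replicate 1 and 78.9 CPM or more in the other Fur ewes. Both identifiers named SAA1 were lower in Fur, ENSOARG00000009847 with a log2 fold change of -1.64 (standard error 0.53, adjusted p = 0.0227) and ENSOARG00000009865 with -2.83 (standard error 0.81, adjusted p = 0.0122). Since only uniquely mapped read pairs were kept, reads that match both copies of C3 or of SAA1 equally were not counted, and the split between the copies is uncertain. With DESeq2's Wald test ENSOARG00000000114 (adjusted p = 0.0261) and IGF2 (adjusted p = 0.023) passed the threshold as well, with unchanged direction.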

Of particular note, the MHC gene *BOLA3* (BolA Family Member 3), *CD274* and multiple chemokine genes including *CCL2* and *CCL27* were significantly lower.

Cytokines *IL17B, IL18, IL33, IL34* and *TGFβ* (Transforming Growth Factor Beta) had lower expression. Members of the S100 family of calcium regulated multifunctional peptides (*S100B* and *S100A10*) were similarly reduced in expression. 

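In NWS, CD27 had 2.31 ± 1.63 CPM (SD, n = 10) and a log2 fold change against Suffolk of -1.30 (standard error 0.53, adjusted p = 0.0547 from edgeR's quasi-likelihood test). It was called by DESeq2's Wald test, at an adjusted p of 0.0231. CD80 had 3.67 ± 2.41 CPM in NWS, a log2 fold change of -1.31 (standard error 0.34, adjusted p = 0.00408), and 7 of the 10 NWS ewes lay below every Suffolk ewe.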

A similar profile in DEG is evident comparing the NWS to the Suffolk but a greater number of CD receptors had higher expression in the Suffolk – including *CD14, CD27, CD79B* and *CD80. TLR8* and *TLR10* had significantly higher expression. 

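SAA1 was lower in NWS than in Suffolk at both of its identifiers, between which the unique mapping of reads leaves the split uncertain. ENSOARG00000009847 had 6.82 ± 4.09 CPM (SD, n = 10) in NWS and 17.9 ± 11.5 CPM (n = 11) in Suffolk, a log2 fold change of -1.37 (standard error 0.40, adjusted p = 0.00901 from edgeR's quasi-likelihood test). The other, SAA1 ENSOARG00000009865, had a log2 fold change of -2.14 (standard error 0.71, adjusted p = 0.0188). Its Suffolk mean of 4.54 CPM rested on replicates 2 and 4, with 18.6 and 15.9 CPM, while the other Suffolk ewes had between 0.315 and 5.93 CPM. With the replicate number, which joins different animals, as a block in the same test, this identifier was not called (log2 fold change -1.441, adjusted p = 0.165).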

*CCR5, CXCR4, CCR6* and *SAA1* chemokine receptors also had higher expression in the Suffolk.

Multiple members of the MHC class of molecules (*HLA-DOA, HLA-DQB1 and HLA-DRA* were also elevated in the Suffolk. In contrast, genes encoding complement protein C7 that had relatively high expression had significantly lower expression in the Suffolk compared to the NWS. Expression of the *BOLA3* gene and multiple chemokines (*CCL2, CCL11* and *CCL21*) were all similarly lower. *CD274, IGF1* as well as multiple cytokines (*IL17B, IL18, IL33, IL34* and many *TGFβ* gene family members) had all lower expression. *S100B* and *S100A10* also had lower expression in the Suffolk compared to the other ewe breeds.

### Gene co-expression analysis identified similar expression patterns between both Norwegian ewe breeds

Using the RNA-sequencing data of the four ewe breeds, we performed a co-expression analysis, which allowed us to identify and analyse co-expression modules. We identified five modules, from which module 1, module 2 and module 3 showed different co-expression patterns between Irish (Suffolk and Belclare) and Norwegian ewe breeds (Fur and NWS; Fig. 4). Regarding module 1, Fur and NWS had significantly enriched of pathways related to muscle contraction and ECM development, while Belclare and Suffolk ewes had lower expression of these enriched pathways (*P* <  0.05; Fig. 4). The main regulators genes of this module were *TGFβ1I1* (Transforming Growth Factor Beta 1 Induced Transcript 1), *LIMS2* (LIM Zinc Finger Domain Containing 2), *MYL9* (Myosin Light Chain 9), *TPM1* (Tropomyosin 1) and *MYLK* (Myosin Light Chain Kinase). Module 2 had enriched pathways related with cell components which were higher expressed in both Irish breeds and lower expressed in Norwegian breeds (*P* <  0.05). Regarding module 3, Irish ewe breeds had higher expression of pathways involved in keratinization and cell-cell junction and Norwegian ewe breeds lower expression (*P* <  0.05).

**Fig. 4:**
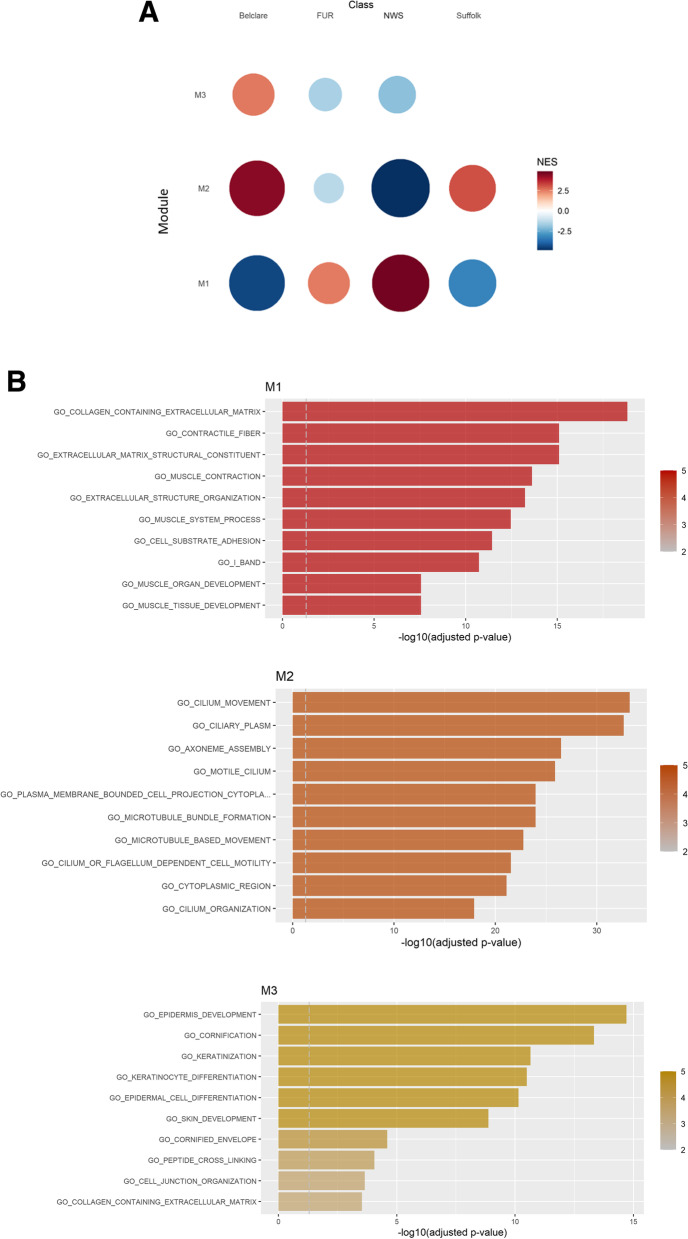
Gene co-expression analysis across the four ewe breeds (Suffolk, Belclare, Fur and NWS) at the follicular phase of a synchronised oestrous cycle. **A** Gene set enrichment analysis identified module 1, 2 and 3 to differ between Irish and Norwegian ewe breeds. **B** Over-representation analysis of genes showed the gene ontology terms in module 1, 2 and 3. The size of the circle is proportional to its normalized enriched score (NES) value. NWS = Norwegian White Sheep

## Discussion

In sheep, synchronisation of oestrous to control the timing of ovulation is essential for most farmers performing AI. Here, we assessed the transcriptome of the cervix, recovered at the follicular phase of a synchronised oestrous, in ewe breeds with divergent pregnancy rates following cervical AI using frozen-thawed semen. The main findings of this study were that genes regulating muscle contraction and development were higher expressed in Fur and NWS (both with high fertility) compared to the low fertility Suffolk breed. Interestingly, the immune response pathway was lower in NWS compared to Suffolk. The differential expression of multiple informative immune genes in this dataset supports the case for a divergent immune profile between ewe breeds – particularly between the NWS and Suffolk breeds. 

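Cervical libraries of the same breeds at the follicular phase of a natural oestrous cycle were deposited as read counts of the same kind, from 10 Belclare, 10 Fur, 10 NWS and 8 Suffolk ewes. The tissue was taken post mortem, so these were other animals than the synchronised ewes. Total counts ranged from 13850253 to 19621536 in Belclare (median 17776620), from 13410148 to 22068609 in Fur (median 19472530), from 14050524 to 21404762 in NWS (median 18045054) and from 13406420 to 20773445 in Suffolk (median 15934767). The same 14811 genes were tested with the same thresholds. Against Suffolk, 0 DEGs were called in Belclare (1443 genes had an unadjusted p under 0.05), 1425 in Fur and 147 in NWS with edgeR's quasi-likelihood test. The NWS number depended most on the setting. It was 830 with DESeq2's Wald test, and 0 with the replicate number as a block (2305 genes at an unadjusted p under 0.05). Replicate numbers join different animals, and same-numbered NWS and Suffolk ewes did not deviate together (mean correlation -0.009). The block thus removes no shared deviation and leaves less information for the test, so the 0 does not rest on a real pairing.
In Fur, 555 DEGs were shared between the cycles, 28.2% of those of the synchronised cycle, and 533 of them had the same direction. In NWS, 91 DEGs were shared, 3.3% of those of the synchronised cycle, all in the same direction. Of the DEGs of the natural cycle, the shared ones were 38.9% in Fur and 61.9% in NWS. Of the DEGs of the synchronised cycle, 84.4% in Fur and 88.6% in NWS had a log2 fold change of the same sign at the natural cycle, against 64.8% and 69.8% of all genes tested. Across genes, which are not independent replicates, the log2 fold changes at the 2 cycles had a Pearson r of 0.376 in Belclare, 0.494 in Fur and 0.564 in NWS (Spearman's rho 0.37, 0.425 and 0.547).
An interaction term tested whether a breed's difference from Suffolk itself differed between the cycles. At an adjusted p under 0.05 it was found for 0 genes in Belclare (525 at an unadjusted p under 0.05), 990 genes in Fur and 1 gene in NWS (2181 at an unadjusted p under 0.05). DESeq2's Wald test gave 1436 in Fur and 140 in NWS, and another split of the Fur and Suffolk ewes gave 954. Whether the interaction differs between Fur and NWS was not tested, so these numbers do not show that it does. Of the named genes, PNCK, PCP4, PI16, CPT1A and APOE passed in Fur. From the breed profiles at the 2 cycles, the paper reasons about the part that oestrous synchronisation plays in the fertility of the breeds.

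**Figure D3:**
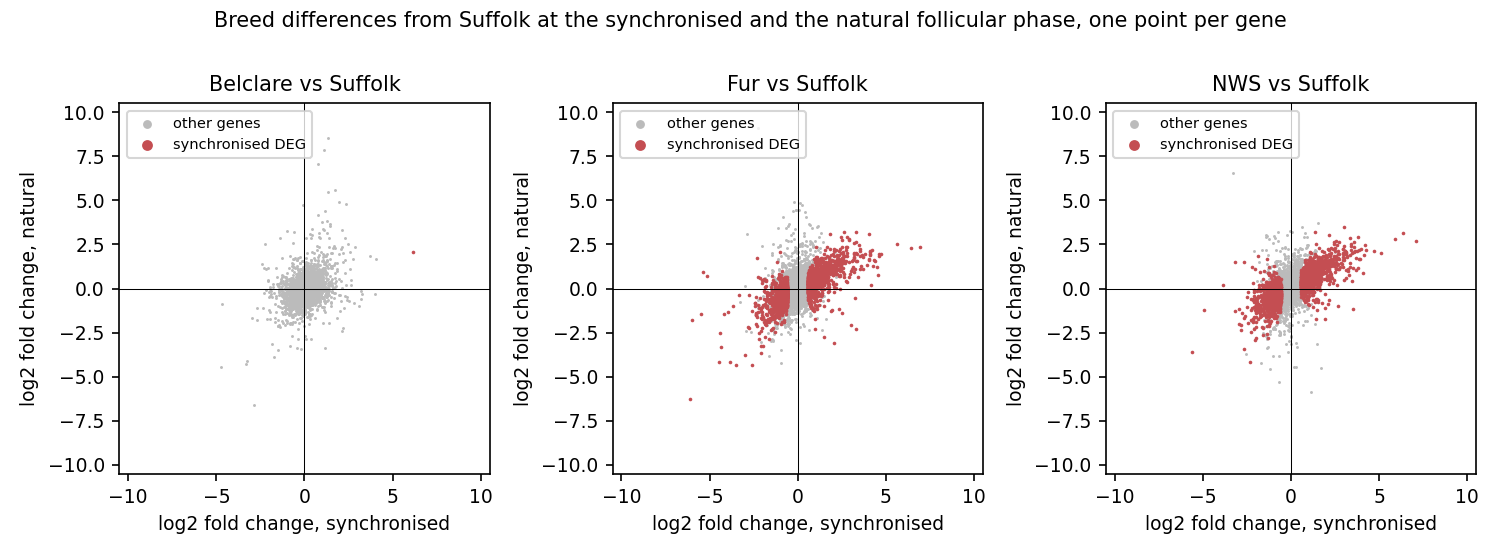
Log2 fold change of each of the 14811 genes against Suffolk at the synchronised follicular phase (horizontal axis) and the natural follicular phase (vertical axis), for Belclare, Fur and NWS. Red points are DEGs of the synchronised cycle and grey points the other genes. In Fur 84.4% and in NWS 88.6% of the red points have the same sign on both axes.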

The response between ewe breeds previously reported during the follicular phase of a natural oestrous cycle [20], is again evident in the profiles detected in this study after the use of hormones for oestrous synchronisation, leading to the conclusion that oestrous synchronisation does not seem to be the principal factor of the known ewe breed differences in fertility.

The outcome of cervical AI with frozen-thawed semen is limited by the inability of sperm to traverse the cervix of some ewe breeds. Previous studies have reported that this is due to the ewe breed used in Norway as vaginal insemination (shot-in-the-dark) with frozen-thawed semen at a natural oestrous achieves pregnancy rates in excess of 70% [2, 21]. However, the molecular mechanisms underlying ewe breed differences in sperm transport through the cervix remain unknown.

In the present study, we identified that muscle contraction (including genes involved in Actin-filament dynamics (*ACTA1, ACTA2*), Sodium Calcium Carrier (*SLC8A1*), *TPM1* (Tropomyosin 1), *MYLK* (Myosin Light Chain Kinase), etc.) and ECM development pathways (including genes such as *TGFβ1I1*, ADAM Metallopeptidases, Matrix Metallopeptidase *MMP3* and genes involved in collagen organization (*COL6A3*, *COL4A6*, *COL4A5*)) were increased in Fur and NWS compared to Suffolk. The extracellular matrix and the smooth muscle of the cervix undergoes to a cyclic remodelling influenced by changes in hormonal levels [22]. High levels of oestrogen around the time of ovulation regulates oxytocin production and increases the contractions of the cervix by increasing intracellular calcium levels through sodium calcium carriers [23]. As reported by Kershaw et al. 2007, [24] oxytocin also stimulates the production of PGE_2_ via prostaglandin endoperoxide synthase 2 (PTGS2 or COX-2), which results in cervical softening and myometrial contractions. All the evidence suggests that smooth muscle contractions of the cervix play an important role in cervical sperm transport [25, 26] and these contractions increase at the follicular phase of the oestrous cycle [25]. A previous study reported that cervical contractions of the sheep cervix were increased at oestrous compared to the luteal phase at both types of oestrous (synchronised versus natural). These studies indicate that oestrous synchronisation protocols have no effect on cervical contractility as there were no differences between a synchronised and a natural oestrous cycle [27]. However, other factors such as differences in the microbiome could also affect cervical contractility as reported by Lee et al. 2020 [28], which showed reduced muscle contraction in the presence of *Chlamydia* infection. The differences in genes relating to cervical contractility between the breeds need to be taken in the context that the differences in cervical sperm transport between ewe breeds is most evident with frozen-thawed semen [3, 29, 30]. Thus, cervical contractility alone would unlikely explain the differences in pregnancy rates.

*COX-1* was the gene with the highest difference between Fur and Suffolk, presenting higher levels of *COX-1* in the low fertility Suffolk breed. In addition, *COX-1* was also higher in Suffolk compared to NWS (highest fertility) and this trend was also clearly evident when assessed using immunohistochemical COX-1 staining (Fig. 3). COX-1 is an enzyme widely expressed in most tissues including gastrointestinal mucosa, platelets, endothelium, kidneys and the uterus [31]. Arachidonic acid released from neighbouring damaged membranes is converted by COX-1 and COX-2 into prostaglandins. COX-1 is principally involved in tissue homeostasis and while levels are typically stable, elevated levels can be induced under stressful conditions [32]. Therefore, the higher expression of COX-1 observed in the cervix of the low fertility Suffolk breed could reflect a sub-optimal environment and initial stage of inflammation produced by pathogens that potentially affects sperm migration through the cervix.

Our results revealed DEGs encoding for cellular and immune receptors (CD receptors and TLRs) involved in pathogen detection that were significantly different between NWS and Suffolk. For example, levels of *CD80* were higher in Suffolk compared to NWS, which could be related to the presence of an altered microbiome in the low fertility Suffolk breed. Agrawal et al. 2008 [33] identified higher expression on *CD80* in the cervix of women with *Chlamydia* infection, which were correlated with fertility disorders. They concluded that the role of CD80 activation in the secretion of cytokines could be the main mechanism which decides whether the infection is cleared or will produce a pathological response with the latter response the most likely in the cervix of the low fertility Suffolk breed. Toll-like receptors that are also essential for the initial detection and response to pathogens were detected in this study. Specifically, *TLR8* and *TLR10* had lower expressed in NWS compared to Suffolk. *TLR8* has been previously detected throughout the female reproductive tract, suggesting a constant antibacterial function throughout the female reproductive tract [34]. It has been described that TLR8 recognise Gram-positive pyogenic bacteria such as *Staphylococcus aureus* and group *B streptococcus,* suggesting that the cervix of Suffolk ewes could be having an active immune response against these species of bacteria [35]. Therefore, the reduced immune response in the cervix of the high fertility ewe breeds could be affording sperm safer passage through the cervix, avoiding female immune cells and thereby reaching the site of fertilisation. A number of studies have reported that seminal plasma regulates sperm movement capacitation [36] and the acceptance of sperm by the female reproductive tract [37]. Proteins are a major component of seminal plasma and signalling factors along with glycoproteins are intrinsically involved in sperm-binding properties to the female reproductive tract [38] as well as acting as the main modulator of sperm function [36]. In addition, it has been reported that freshly ejaculated and frozen-thawed sperm had less binding to polymorphonuclear neutrophils compared to epididymal sperm in vitro [39]. However, the neutrophil binding mechanism of action in sheep has not been elucidated. The increase in inflammation evident in the cervix of the low fertility Suffolk breed could be associated with an increase in neutrophils. This has implications on the rate of removal of pathogens as well as damaged sperm while allowing a small elite population of sperm to traverse the cervix.

Major histocompatibility complex receptors involved in antigen presentation by innate cells were also differentially expressed between high and low fertility ewe breeds. The expression of the complement *C3* was lower in Suffolk compared to Fur ewes. Previous studies have detected the expression of C components in human cervical epithelial cells [40] and in cervical mucus from sheep [17, 41]. The complement components help to fight off infections [42] and deficiencies in C3 in the cervix have been shown to lead to severe infections [40], which could be the case of the Suffolk breed. Cervical signalling molecules such as chemokines had different profiles of expression between high and low fertility breeds. CC-chemokine ligand 2 (*CCL2*) has been previously detected in higher amounts in the cervical mucus compared to uterine secretions [43]. Oestrogens decrease the secretion of *CCL2* from the uterine fibroblasts, but not from the cervical fibroblasts [44]. Both types of fibroblasts secrete CCL2 in response to pathogens so as to alert immune cells and recruit them to the sites of infection [45]. We identified higher expression of *CCL2* in the high fertility ewe breeds (Fur and NWS) compared to Suffolk suggesting that fibroblast immune protection against viruses is enhanced in the high fertility breeds. Chemokines receptors such as CCR5 have been identified in higher levels in women with *Chlamydial* infection compared to uninfected women, which was also linked with higher susceptibility of immunodeficiency virus infection since T-cells with CCR5 are the main targets cells of this virus [46]. In our study, there were higher levels of *CCR5* in Suffolk compared to NWS, which suggest that the cervix of the low fertility Suffolk breed could be more susceptible to co-infections that can be heightened by the process of insemination and the introduction of pathogens to the female reproductive tracts, resulting in a higher immune response against sperm since sperm survival is achieved by decreasing the antigen-presenting capacity of the dendritic cells, monocytes, and macrophages and/or blocking NK cells as well as T and B-cells against sperm immune regulatory biomolecules in the female reproductive tract [47]. The heightened expression of the *S100* genes in both Norwegian breeds, which are known to have an antimicrobial role [48] suggest that the protection of the cervix may be compromised in the Irish breeds as we have previously reported at the follicular phase of a natural oestrous cycle.

## Conclusions

In conclusion, this study provides for the first time, data on the cervical transcriptome profile of four ewe breeds with divergent pregnancy rates following cervical AI using frozen-thawed semen at the follicular phase of a synchronised oestrous cycle. We identified evident differences in muscle contraction and immune response pathways. The expression of genes encoding effector molecules (cytokines and S100 genes), signalling molecules (chemokines), cellular and immune receptors (CD receptors and TLRs) and MHC receptors all signifying an active and distinct immune response in the cervix. Further investigation is needed in order to confirm if specific markers of an active immune response could affect the integrity of the cervical barrier or impaired cervical sperm transport.

## Methods

### Ethical approval

Protocols were developed in accordance with the Cruelty to Animals Act (Ireland 1876, as amended by European Communities regulations 2002 and 2005) and the European Community Directive 86/609/EC. In Norway the study was approved by Norwegian Food Safety Authority (FOTS ID 13168). In Ireland, all animal procedures were conducted under experimental license from the Health Products Regulatory Authority and the study was approved by the Teagasc animal ethics committee. This study was carried out in compliance with the ARRIVE Guidelines for reporting animal research [49].

### Experimental design and tissue collection

The animal model has previously been described by Abril-Parreño et al. 2021a [7]. This experiment was performed as a part of larger study, which aimed to interrogate the ewe breed effect on mucus properties and anatomical characteristics across the oestrous cycle at both a synchronised and a natural oestrous. In this study, we interrogated the gene expression of the sheep cervix of four ewe breeds across two countries: Ireland (Belclare and Suffolk; medium and low fertility, respectively) and Norway (NWS and Fur; both with high fertility compared to the Irish ewe breeds) at the follicular phase of a synchronised oestrous cycle. We used these ewe breeds due to their known different pregnancy rates following cervical/vaginal AI with frozen-thawed semen. Suffolk ewes were the reference level (negative control) in this analysis as they have the lowest pregnancy rates reported [3]. All the ewes used in this study were multiparous in the range of 4 to 5 years old with an average live weight of 79.3 ± 2.38, 65.6 ± 3.47, 80.9 ± 3.36 and 82.1 ± 2.46 kg for Belclare, Fur, NWS and Suffolk, respectively. Post-mortem cervical tissue samples were collected from the four ewe breeds at the follicular phase of a synchronised cycle (*n* = 10, 8, 10 and 11 Belclare, Fur, NWS and Suffolk ewes, respectively). The ewes were synchronised using the protocol supplied in Additional file 4. Following euthanasia, the ovaries were assessed for the presence or absence of dominant follicles and/or a fresh ovulation as evident by a corpus hemorrhagicum (follicular phase). The reproductive tracts were then longitudinally opened and two sections were taken from the mid-region of the cervix while avoiding the cervical folds. All samples were snap-frozen in liquid nitrogen, and subsequently stored at − 80 °C until RNA isolation. To perform the immunohistochemical staining another cervical tissue section was taken and immersed in formalin until further tissue processing.

### Tissue processing and RNA extraction

In order to lyse the tissue and extract the RNA, frozen cervical tissue was immersed in TRIzol reagent and then homogenized using the homogenizer (Bio-gen Pro200 Homogenizer, Pro Scientific). The RNA extraction was completed using the RNeasy Kit (Quiagen Ltd., Crawley, West Sussex, UK) according to the manufacturer’s instructions. Total RNA concentration was quantified using the Nanodrop ND-1000 UV-Vis Spectophotometer (NanoDrop Technologies Inc., Wilmington, DE, USA). Quality of RNA was ascertained with the use of 2100 Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA integrity number (RIN) was greater than 7 in all samples and RNA aliquots were frozen at − 80 °C after extraction.

### Library preparation and RNA-sequencing

Illumina® TruSeq® Stranded mRNA Library preparation Kit RNA libraries was used to prepare 39 RNA samples. Indexes were allocated to specific samples prior to library construction so that each sample within a pool had a unique bar code. Following adapter ligation, DNA fragments were selectively enriched by performing PCR. Quality control checks were performed to assess the quality and quantity of the ds cDNA libraries. The Agilent 2100 Bioanalyzer (Agilent Technologies) was used to assess purity of the samples, using the Agilent DNA 1000 kit. Library quantity was measured using the Qubit fluorometer. These steps were previously reported by Brewer et al. 2020 [50]. All libraries were sequenced on an Illumina NovaSeq sequencer by Macrogen, Inc. (Seoul, Republic of Korea) where they were sequenced using an Illumina NovaSeq. Sequencing was performed for each sample at 2 × 150 bp paired end reads (50 M reads) as previously described [20].

### Differential expression analysis

Quality assessment of the raw sequence data was carried out using the software FastQC (v 0.11.8; http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Data were quality and adapter trimmed using the BBDuk java package to trim Illumina adapter sequences and any low quality bases (Phred score < 20) from the 3′ end of sequence read pairs. Reads were aligned to the ovine genome Oar_v3.1 using the Spliced Transcripts Alignment to a Reference (STAR) aligner. A maximum of two mismatches with the reference genome were allowed and only uniquely mapped read pairs were retained for downstream analysis. Read counts overlapping all protein coding genes in the Oar_v3.1 Ensembl (v.95) annotation were estimated using featureCounts. To filter out lowly expressed genes, genes with less than one count per million in at least 10 samples were discarded from the analysis. Remaining gene counts were normalized using the median of ratios method as implemented in DeSeq2 (version 1.130.0) [51] to account for varying sequencing depth between samples. Transcript counts were modelled by fitting the data to a negative binomial distribution using genewise dispersion estimates and DEGs were identified with a generalized linear model likelihood ratio test. Statistical tests were corrected for multiple testing using the Benjamini-Hochberg method. Only DEGs with an adjusted *P* <  0.05 and a FC threshold of 1.5 were used for further differentially expressed gene data exploration and pathway analysis.

### Functional and pathway enrichment analysis

Aggregated functional profiles of genes and gene clusters in the DEGs lists were identified using the gProfiler2 (v. 0.2.0) package. GO terms and Reactome pathways were analysed with an enrichment threshold cut-off of *P* <  0.05. The R package rrvgo (v.1.1.4) was used to reduce the redundancy of significantly enriched GO terms by grouping similar terms based on their similarity within the GO hierarchy. Gene co-expression network analyses was carried out using the R package Cemitools (v1.14.0). For any modules identified a gene set enrichment analysis was carried out to indicate if each module was induced or repressed in the different ewe breeds. Finally, an over representation analysis was used to identify in each module enriched biological functions.

### Immunohistochemistry preparation

Immunohistochemistry staining for COX-1 was performed on cervical tissue of a subset of Norwegian White Sheep (NWS), Fur and Suffolk using an avidin-biotin-peroxidase method (Vectastain Elite ABC-HRP Kit, Peroxidase (Rabbit IgG, PK-6101), Vector Laboratories USA). Formalin-fixed cervical biopsies were paraffin-embedded, sectioned at 3 μm thickness, rehydrated in graded ethanol, and demasked in a microwave oven 15 minutes 121 °C in 0.01 M citrate buffer (pH 6.0). Nonspecific endogenous peroxidase activity was blocked by treatment with 1% hydrogen peroxide for 10 minutes. The sections were exposed to 2% normal goat serum for 20 minutes at room temperature, before incubation with the primary antibody overnight at 4 °C. The primary antibody was diluted in 1% bovine serum albumin in Tris-buffered saline medium. The rabbit polyclonal Cyclooxygenase-1/COX-1 antibody (abcam, ab244261) was diluted 1:100. The secondary antibody, biotinylated goat anti-rabbit (dilution 1:200) was incubated for 30 minutes at room temperature before ABC complex was added and incubated for 30 minutes. The immunoreaction was visualized using the chromagen 3, 3-diaminobenzidine tetrahydrochloride (DAB, Sigma Chemical Co.) and contrast staining with Mayer’s hematoxylin. Immunohistochemistry was performed in the absence of the primary antibody as a negative control.

## Supplementary Information

**Additional file 1: Table S1.** Top 5 differentially expressed genes (withhigher and lowerexpression) in Suffolk compared to Belclare. The genes shown in these tables were found to be significant with a *P* <  0.05 and FC > 1.5. **Table S2.** Top 5 differentially expressed genes (with higher and lower expression) in Suffolk compared to Fur. The genes shown in these tables were found to be significant with a *P* <  0.05 and FC > 1.5.**Table S3.** Top 5 differentially expressed genes (with higher and lower expression) in Suffolk compared to Norwegian White Sheep (NWS). The genes shown in these tables were found to be significant with a *P* <  0.05 and FC > 1.5.

**Additional file 2: Table S4.** Mapping information. **Table S5.** Differentially expressed genes (DEGs) in Suffolk compared to Belclare. **Table S6.** Differentially expressed genes (DEGs) in Suffolk compared to Fur. **Table S7.** Differentially expressed genes (DEGs) in Suffolk compared to Norwegian White Sheep (NWS).

**Additional file 3: Table S8.** List of biological processes with higher expression in Fur compared to Suffolk. **Table S9.** List of biological processes with lower expression in Fur compared to Suffolk. **Table S10.** List of biological processes with higher expression in Norwegian White Sheep (NWS) compared to Suffolk. **Table S11.** List of biological processes with lower expression in Norwegian White Sheep (NWS) compared Suffolk.

**Additional file 4.** Protocol for oestrous synchronisation.

## Data Availability

The datasets generated and/or analysed during the current study are available in the NCBI Gene Expression Omnibus https://www.ncbi.nlm.nih.gov/geo/ under accession number GSE179486.

## Abbreviations

AI: Artificial Insemination
DEG: Differentially Expressed Gene
ECM: Extracellular Matrix
FC: Fold Change
GO: Gene Ontology
NWS: Norwegian White Sheep
PCA: Principal Component Analysis
PCR: Polymerase Chain Reaction
RIN: RNA Integrity Number
STAR: Spliced Transcripts Alignment to a Reference

# Supplementary material for: Ewe breed differences in the cervical transcriptome at the follicular phase of a synchronised oestrous cycle
**Source:** BMC Genomics. 2022 May 11;23:363. doi: 10.1186/s12864-022-08603-8
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Top 5 differentially expressed genes (withhigher and lowerexpression) in Suffolk compared to Belclare. The genes shown in these tables were found to be significant with a P < 0.05 and FC > 1.5. Table S2. Top 5 differentially expressed genes (with higher and lower expression) in Suffolk compared to Fur. The genes shown in these tables were found to be significant with a P < 0.05 and FC > 1.5.Table S3. Top 5 differentially expressed genes (with higher and lower expression) in Suffolk compared to Norwegian White Sheep (NWS). The genes shown in these tables were found to be significant with a P < 0.05 and FC > 1.5.

**Additional File 1: Ewe breed differences in the cervical transcriptome at the follicular phase of a synchronised oestrous cycle**

**Table S1**. Top 5 differentially expressed genes (with higher and lower expression) in Suffolk compared to Belclare. The genes shown in these tables were found to be significant with a *P < 0.05* and FC > 1.5.

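The counts of the 21 ewes of this comparison were matched to the normalized counts per ewe that Table S5 lists for 44 genes, and each of the 21 libraries was matched best by the column with its own name.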

| Gene symbol | *P*-value | | FC | Ensembl ID | Gene name | Gene function |
| --- | --- | --- | --- | --- | --- | --- |
|  | |  | Higher in Suffolk compared to Belclare | | | |
| *SLC16A6* | 0.002 | | 1.86 | ENSOARG00000015264 | Solute Carrier Family 16 Member 6 | -Transport across the plasma membrane of monocarboxylates branched-chain oxo acids derived and ketone bodies |
| *CCER2* | 0.003 | | 1.81 | ENSOARG00000005905 | Coiled-Coil Glutamate Rich Protein 2 | -Extracellular component  - Protein binding |
| *ST6GAL2* | 0.003 | | 1.76 | ENSOARG00000020956 | Beta-galactoside alpha-2,6-sialyltransferases | - Transfer sialic acid with an α-2,6-linkage to the Gal-β-1,4-GlcNAc glycan chain |
| *AQP9* | 0.003 | | 1.72 | ENSOARG00000020858 | Aquaporin 9 | -Water channel  -Mediates passage of a wide variety of small, non-charged solutes |
| *MICB* | 0.008 | | 1.70 | ENSOARG00000009868 | MHC class I polypeptide-related sequence B | - Antigen presentation  - Belongs to the MHC class I family  - Acts as a stress-induced self-antigen that is recognized by gamma delta T cells |
|  | |  | Lower in Suffolk compared to Belclare | | | |
| *EGFL6* | 0.003 | | -1.81 | ENSOARG00000011304 | EGF Like Domain Multiple 6 | - Promotes matrix assembly  - Bind integrin α-8/β-1 |
| *CLGN* | 0.009 | | -1.71 | ENSOARG00000012717 | Calmegin | - Calcium ion and protein binding  - Binding of sperm to zona pellucida |
| *LMAN1L* | 0.010 | | -1.70 | ENSOARG00000003153 | Lectin, Mannose Binding 1 Like | -Transport of newly synthesized glycoproteins |
| *PADI2* | 0.003 | | -1.67 | ENSOARG00000011146 | Peptidyl Arginine Deiminase 2 | -Catalyzes the deamination of arginine residues of proteins |
| *ADAM7* | 0.023 | | -1.65 | ENSOARG00000009977 | ADAM Metallopeptidase Domain 7 | -Proteolysis  -Sperm binding protein |

**Table S2**. Top 5 differentially expressed genes with higher and lower expression) in Suffolk compared to Fur. The genes shown in these tables were found to be significant with a *P < 0.05* and FC > 1.5.

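Table S6 lists normalized counts per ewe for this comparison. Over 1448 genes, each of the 19 deposited libraries was matched best by the column with its own name, so that the breeds of the libraries could be checked against the table. Of the 874 genes that the readable part of this table lists with a fold change above 1.5, all of them higher in Suffolk, 859 were among the genes tested, 859 had the same direction and 771 were DEGs with edgeR's quasi-likelihood test.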

| Gene symbol | *P*- value | | FC | | Ensembl ID | Gene name | Gene function |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | |  | | Higher in Suffolk compared to Fur | | | |
| *COX-1* | 0.000 | | 62.23 | | ENSOARG00000000016 | Mitochondrially Encoded Cytochrome C Oxidase I | - Component of the cytochrome c oxidase, which drives oxidative phosphorylation.  - Enzyme in the synthesis of prostaglandins and COX inhibitors have been shown to have an effect on female fertility. |
| *SERPINF2* | 0.000 | | 6.42 | | ENSOARG00000014081 | Serpin Family F Member 2 | - Serine Protease inhibitor |
| *MUC5AC* | 0.003 | | 5.11 | | ENSOARG00000009361 | Mucin 5AC, Oligomeric Mucus/Gel-Forming | - Gel-forming mucin that protects the mucosa from infection and chemical damage |
| Novel gene | 0.001 | | 4.09 | | ENSOARG00000016098 | - | - |
| *ATP8A2* | 0.000 | | 3.69 | | ENSOARG00000013009 | ATPase Phospholipid Transporting 8A2 | - Catalyzes the hydrolysis of ATP coupled to the transport of aminophospholipids from the outer to the inner leaflet of various membranes |
|  | |  | | Lower in Suffolk compared to Fur | | | |
| *PCP4* | 0.000 | | -8.96 | | ENSOARG00000009912 | Purkinje Cell Protein 4 | - Calcium-binding by calmodulin |
| *ACTC1* | 0.000 | | -8.90 | | ENSOARG00000019993 | Actin Alpha Cardiac Muscle 1 | - Actin filament-based movement |
| *PI16* | 0.000 | | -8.52 | | ENSOARG00000014123 | Peptidase Inhibitor 16 | - Peptidase inhibitor activity |
| *ACTG2* | 0.000 | | -7.47 | | ENSOARG00000012108 | Actin Gamma 2, Smooth Muscle | - Constituent of muscle tissues  - Muscle contraction |
| *ASB2* | 0.000 | | -7.42 | | ENSOARG00000014168 | Ankyrin Repeat And SOCS Box Containing 2 | -Ubiquitination and subsequent proteasomal degradation of target proteins |

**Table S3**. Top 5 differentially expressed genes (with higher and lower expression) in Suffolk compared to Norwegian White Sheep (NWS). The genes shown in these tables were found to be significant with a *P < 0.05* and FC > 1.5.

| Gene symbol | *P*-value | | FC | | Ensembl ID | Gene name | Gene function |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | |  | | Higher in Suffolk compared to NWS | | | |
| *TRPM1* | 2.97E-09 | | 4.85 | | ENSOARG00000016239 | Transient Receptor Potential Cation Channel Subfamily M Member 1 | -Calcium ion transmembrane transport |
| *FOXC1* | 1.76E-16 | | 4.83 | | ENSOARG00000002778 | Forkhead Box C1 | -DNA-binding transcriptional factor |
| *CD177* | 0.009 | | 4.58 | | ENSOARG00000008513 | CD177 Molecule | -Activation of TNF*α* primed neutrophils including degranulation and superoxide production  - Neutrophil recruitment caused |
| *SCGB2A1* | 2.33E-10 | | 4.49 | | ENSOARG00000014805 | Secretoglobin Family 2A Member 1 | - Bind androgens and other steroids |
| *FLT3* | 1.23E-06 | | 3.63 | | ENSOARG00000012379 | Fms Related Receptor Tyrosine Kinase 3 | - Cell-surface receptor for the cytokine *FLT3LG*  -Cellular response to cytokine stimulus |
|  | |  | | Lower in Suffolk compared to NWS | | | |
| *PNCK* | 1.29E-32 | | -34.78 | | ENSOARG00000007294 | Pregnancy Up-Regulated Nonubiquitous CaM Kinase | -Calcium/calmodulin-dependent protein kinase belonging to a proposed calcium-triggered signalling cascade |
| *POPDC2* | 8.62E-39 | | -15.14 | | ENSOARG00000019786 | Popeye Domain Containing 2 | - Increasing cell surface expression of the potassium channel KCNK2  -Muscle contraction |
| *PCP4* | 1.90E-24 | | -12.60 | | ENSOARG00000009912 | Purkinje Cell Protein 4 | - Calcium-binding by calmodulin |
| *ACTG2* | 1.82E-24 | | -9.82 | | ENSOARG00000012108 | Actin Gamma 2, Smooth Muscle | - Constituent of muscle tissues and muscle contraction |
| *DES* | 2.91E-22 | | -9.23 | | ENSOARG00000020185 | Desmin | - Muscle-specific type III intermediate filament essential for proper muscular function |

# Supplementary material for: Ewe breed differences in the cervical transcriptome at the follicular phase of a synchronised oestrous cycle
**Source:** BMC Genomics. 2022 May 11;23:363. doi: 10.1186/s12864-022-08603-8
**Supplement:** Supplementary file 4 — Additional file 4. Protocol for oestrous synchronisation.

**Additional File 4: Ewe breed differences in the cervical transcriptome at the follicular phase of a synchronised oestrous cycle**

**Protocol for oestrous synchronisation**

Estrous cycles of multiparous ewes were synchronized using intravaginal progestagen vaginal sponges (20 mg Flugestone Acetate; Chronogest® vaginal sponges, Intervet, Boxmeer, The Netherlands). After 14 days, the sponges were removed and ewes were administered equine chorionic gonadotropin (400 IU; Intervet, Boxmeer, The Netherlands). Cervical tissue was collected at 54-56 hours post sponge removal (follicular phase). 

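Flugestone acetate is a progestagen, which holds back ovulation while the sponge is in place, and equine chorionic gonadotropin, given at 400 IU when the sponge was removed, stimulates the growth of follicles. Sponge removal, after 14 days, sets the time from which the 54 to 56 hours to tissue collection were counted, and the same interval is given for the ewes of all 4 breeds.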

Following slaughter, the ovaries were assessed for the presence or absence of dominant follicles and for evidence of a fresh ovulation to confirm the phase of the cycle (follicular phase).

How the deposited data were processed for this re-analysis (not part of the article)

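Cervical RNA of 4 sheep breeds was sequenced by the authors, from Suffolk and Belclare ewes in Ireland and from Fur and Norwegian White Sheep (NWS) ewes in Norway. The samples belong to 3 states: the follicular phase of a synchronised oestrous cycle, on which the paper reports, the follicular phase of a natural oestrous cycle, and the luteal phase of a synchronised cycle. Of 115 samples, 114 were mapped to a breed and state from their labels, the paper's methods and its Table S4. The remaining sample was left out of every comparison because its title and its other labels name different cycles and phases. The synchronised follicular phase had 10 Belclare, 8 Fur, 10 NWS and 11 Suffolk ewes, the natural follicular phase 10, 10, 10 and 8, and the synchronised luteal phase 10, 9, 8 and 10. The labels of the synchronised follicular libraries of Belclare, Fur and Suffolk were checked against the normalized counts per ewe of Tables S5 and S6, in which all 21 and all 19 ewes were matched best by their own library. Those of NWS were not checked in this way.

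The authors trimmed the reads, aligned them to the sheep genome Oar_v3.1 with STAR, kept uniquely mapped read pairs, and counted them on genes with featureCounts. They deposited the raw read counts per gene and ewe for 27054 Ensembl identifiers, without normalization. These counts therefore already include the loss of read pairs that match several places or differ too much from the reference genome. No genome or annotation of this build was used here, so gene names were taken only from the paper's supplementary tables, which name 1352 of the identifiers, and no coordinates are given. The table of gene names given for another sheep assembly carries no Ensembl identifiers and was not used.

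Total counts per synchronised follicular ewe ranged from 14461289 to 31261671, with a median of 18014081. At this depth a gene at 3 counts in a Suffolk library is at 0.17 CPM on average, and a group in which no library exceeds 3 counts was treated as below detection, so that a fold change against it is given as a lower bound. No 2 libraries agreed within counting noise: the lowest chi-square per degree of freedom between libraries of the same breed and state was 16.1 over 490 pairs, so no library was a repeated sequencing of another. That each library is a different ewe is taken from the labels and was not tested.

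From the counts, genes with at least 1 CPM, the count scaled to library size, in at least 10 of the 39 synchronised follicular ewes were kept, which left 14811 genes. The paper's methods give the same limits, but their wording leaves open how they were applied, and 26 of the 27 genes of Table S5 and 859 of the 874 readable genes of Table S6 with a fold change above 1.5 were among those kept. The same genes were tested in the other states. Each breed was compared with Suffolk in a fit of those ewes alone, using edgeR 4.0.16 in R 4.3.3 with TMM normalization and the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method, and a DEG had an adjusted p under 0.05 and an estimated fold change above 1.5. The standard error of a log2 fold change was taken as its size divided by the square root of F. Interaction terms of breed and cycle were fitted in the same way over the ewes of both follicular phases. The share of variance between breeds was taken on log2 CPM with a prior count of 2 and tested by exact permutation of the breed labels. Levels in CPM use the TMM-normalized library sizes of all ewes of a state.

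The tests were tried on simulated counts drawn from the means and library sizes of the real ewes, in which 200 of 14811 genes were changed by known amounts. Of the 200, 134 were changed 4-fold or more, so the shares called need not hold for smaller or fewer differences. The quasi-likelihood test called 92.5%, 94.5% and 92% of the changed genes for Belclare, Fur and NWS, and 4, 2 and 8 unchanged genes. The interaction test called 81.5%, 80% and 80.5% of changed genes.

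The alternatives were DESeq2 1.42.0's size factors, its Wald test with unshrunken fold changes and its likelihood ratio test with shrunken fold changes, no filter on low counts or at least 10 counts in every ewe compared, no fold change threshold or a test against it (glmTreat), all 4 breeds in one fit, the replicate number as a block, and each ewe left out in turn. The replicate numbers come from the sample titles and are shared by different animals of the breeds. For the share of variance, the 500 genes of largest variance, the variance stabilising transformation of DESeq2 and a prior count of 0.5 were tried. DESeq2's Wald test with a beta prior, a covariate from the genes ACTG2 and DES, and the comparison of NWS with Fur were added after the data were seen.

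The genes named in the text were fixed beforehand as every gene that the paper's text or its Tables S1 to S3 name as higher or lower in a breed and that has an identifier, PTGS1, the named protein genes of the mitochondrial genome, and the 3 named DEGs of smallest p in each direction of each comparison. ENSOARG00000015670, ENSOARG00000013745 and the genes that differ between NWS and Fur were named after their values were seen. GO enrichment, the co-expression modules and the immunohistochemistry were not recomputed. Scores over lists of genes for smooth muscle, matrix, cilia, keratinisation and leukocytes were planned and not computed, because at most 19.5% of the genes of any list had an identifier, and the 5 named regulators of module 1 had none.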

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

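The tests of mislabelling, of slopes within the Irish breeds, of the muscle score as a covariate and of NWS against Fur were chosen only after the results they bear on were seen.

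The luteal phase of the synchronised cycle, which the paper does not report on, also separated the breeds. Against Suffolk, 360 DEGs were called in Belclare, 251 of them with lower expression, 2050 in Fur and 645 in NWS. Of 100 splits of the same ewes, the real one included, 4 gave as many genes for Belclare, 1 for Fur and 2 for NWS. The splits drawn part every pair of ewes with the same replicate number, as the real one does, and among the others the largest numbers were 631, 595 and 889. The Belclare number moved with the test. It was 938 with DESeq2's Wald test and 18 with the replicate number as a block, although same-numbered ewes did not deviate together (mean correlation -0.015). In NWS the same-numbered luteal ewes tended to deviate in opposite directions (mean correlation -0.181, against 0.021 for other pairs), and the block gave 211 DEGs there. Whether Belclare differs more from Suffolk at the luteal than at the follicular phase was not tested. Sequencing batches are not given, so a batch that follows breed within the luteal libraries could not be examined, and each Norwegian breed differs from Suffolk in country as well.

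A breed difference that itself differed between the synchronised and the natural follicular phase was found for 990 genes in Fur, of which 730 were relatively higher and 260 relatively lower in synchronised Fur ewes. In 850 of the 990 the log2 fold change against Suffolk had opposite signs at the 2 cycles, and 246 were also DEGs of the synchronised cycle. Of 50 splits of the ewes within the cycles, only the real one gave as many genes, but another gave 954, so a division of these ewes that ignores breed can come close. In NWS the interaction was found for 1 gene, ENSOARG00000013745 (2.67 on the log2 scale, standard error 0.46, adjusted p = 0.0173), and 6 of 50 splits gave as many, so this number is within what chance gives. In Belclare no gene passed (525 at an unadjusted p under 0.05), and all 50 splits gave at least as many, as any number does. Ewes of the 2 cycles were different animals, and a sequencing batch between the cycles cannot be told apart from the cycle. A batch would have to act on Fur and Suffolk differently to produce an interaction, which was not tested. Nor was it tested whether the interaction differs between Fur and NWS.

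Among the named genes, the interaction in Fur was positive for PNCK (4.51 on the log2 scale, adjusted p = 0.00972), PCP4 (4.11, adjusted p = 0.0128) and PI16 (2.64, adjusted p = 0.0347), and negative for CPT1A (-1.56, adjusted p = 0.00618) and APOE (-0.71, adjusted p = 0.0345). These 5 were the named genes past an adjusted p of 0.05 in the Fur interaction. The value of PNCK depends on the synchronised Suffolk ewes, all of which had 3 counts or fewer, and is therefore not a measured size. At the natural cycle the log2 fold changes of PNCK, PCP4 and PI16 in Fur were 2.38, 2.29 and 1.95, of which that of PCP4 was not called (adjusted p = 0.0593). The named genes of muscle did not pass the interaction, with adjusted p of 0.162 for ACTG2, 0.147 for ASB2, 0.0508 for ACTC1 and 0.0558 for POPDC2. Their interactions were 1.925, 1.788, 2.674 and 2.713 on the log2 scale. Those of ACTC1 and POPDC2 were as large as that of PI16, so muscle genes are not shown to be spared. The mean of ACTG2 and DES in log2 CPM lay between 3.69 and 8.38 in the synchronised Suffolk ewes, below all 18 Norwegian ewes, and between 4.99 and 11.44 in the natural Suffolk ewes, of which 3 of 8 reached the range of the natural Norwegian ewes. Whether the amount of muscle in the piece of cervix sampled accounts for any of the interaction was not tested.

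In 6 of 57 groups of 8 to 10 ewes examined, 1 for each named gene and breed compared with Suffolk, the highest or lowest ewe lay far from the others in log2 CPM (prior count of 2), where chance gives about 1 in 20. The gap to the nearest ewe, as a share of the whole range in log2 CPM, was 0.652 for CD177 in NWS replicate 9 (0 CPM, the others between 1.19 and 4.78), 0.506 for FLT3 in NWS replicate 9 (0.0604 CPM, the others between 0.365 and 1.18), 0.607 for GRN in NWS replicate 2 (295.8 CPM, the others between 174 and 214), 0.582 for TRPM1 in NWS replicate 2 (1.48 CPM, the others between 0 and 0.226), 0.538 for IGF2 in Fur replicate 1 (44.4 CPM, the others between 78.9 and 129) and 0.547 for MUC5AC in Fur replicate 4 (0.794 CPM, the others between 3.22 and 9.73). On the scale of the CPM given here, only GRN and TRPM1 (shares of 0.669 and 0.848) of the 6 lay as far apart. The shares of the other 4 were from 0.249 to 0.406, so those depend on the scale. Groups outside the 6 also had an ewe as far apart on the CPM scale alone. Among them were CD27 in Fur and NWS (0.727 and 0.673), SAA1 ENSOARG00000009847 in Fur (0.624) and PTGS1 in NWS (0.62). NWS replicates 2 and 9 account for 4 of the 6. CD177 and FLT3 are at or near the limit of detection in replicate 9, so their distance there is set in part by counting noise. Without NWS replicate 2 there were 2978 DEGs in NWS and without replicate 9 there were 2738, and without Fur replicate 1 there were 2129 in Fur and without replicate 4 there were 1639. No biological explanation was tested for these ewes.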

How the results depend on the processing

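The alternatives were set before the data were examined, except DESeq2's Wald test with a beta prior, the muscle score as a covariate, the likelihood ratio test for single genes and every setting of NWS against Fur, which were chosen after seeing the data.

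The Belclare comparison changed most. Its 1 DEG became 44 with DESeq2's Wald test, 24 with its beta prior, 3 with the likelihood ratio test and shrunken fold changes and 7 with all 4 breeds in one fit. It became 0 with at least 10 counts in every ewe (773 genes at an unadjusted p under 0.05) and 0 with the replicate number as a block (820 at an unadjusted p under 0.05). Across the 21 fits that each left out one ewe there were from 1 to 5 DEGs. With the other settings the number stayed at 1. The gene called by the quasi-likelihood test was not among the 3 of the likelihood ratio test. In simulated counts of these group sizes the quasi-likelihood test called 92.5% of changed genes and 4 unchanged ones, and the Wald test 94% and 14 unchanged ones. There 200 genes were changed, 134 of them 4-fold or more. These shares are not the power for the real Belclare comparison. In it SLC16A6, at 4.02-fold, had an adjusted p of 0.106 from edgeR's quasi-likelihood test. For the genes of Supplementary Table 1 the likelihood ratio test gave adjusted p from 0.0013 to 0.0233. All of them but CCER2 and PADI2 were lost because the shrunken fold change fell below 1.5. Other causes of the differences between tests in the real counts were not tested.

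For Fur and NWS the numbers moved most with the fold change threshold and with a covariate for muscle genes. Without the threshold there were 4678 and 6182 genes, and with it tested by glmTreat 323 and 635. With the score of ACTG2 and DES as a covariate there were 356 and 267, of which 115 and 124 were among the 1965 and 2774 DEGs without it. With the other settings the numbers stayed within 1.5 times those given, from 1596 to 2287 in Fur and from 2269 to 3289 in NWS, and leaving out each ewe gave 1639 to 2129 and 2546 to 2978. The share of variance between breeds kept its side of the threshold under all 3 alternatives in each breed.

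At the natural follicular phase DESeq2's Wald test gave 18 DEGs in Belclare and 830 in NWS. Without a fold change threshold Fur had 2995. With the replicate number as a block Fur had 942 and NWS 0 (2305 at an unadjusted p under 0.05). At the luteal phase the Wald test gave 938 in Belclare, the removal of the threshold 4460 in Fur and 1322 in NWS, and the block 18 in Belclare and 211 in NWS. The interaction in NWS rose from 1 to 140 genes with the Wald test, and the comparison of NWS with Fur from 1 to 33. The cause was not tested.

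Same-numbered ewes are different animals, and in the synchronised follicular phase their deviations from the breed means were not related (mean correlation -0.03 with Suffolk for Belclare, 0.006 for Fur and -0.011 for NWS). With the replicate number as a block there were 0 DEGs in Belclare, 1596 in Fur and 2572 in NWS.

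Of 57 results for single genes, all 57 kept their direction and their side of the threshold with DESeq2's size factors. With the Wald test 43 did and 14 passed in addition, among them the 10 genes of Supplementary Table 1 CD27 in both Norwegian breeds and, in Fur, IGF2 and 1 copy of C3. With all 4 breeds in one fit 9 passed in addition. With the block 42 were unchanged, 3 passed in addition and 10 no longer passed, among them SERPINF2, MUC5AC, ENSOARG00000016098 and PTGS1. The direction was reversed by the block for 2 differences near 0, both in Belclare. COX-1 went from 0.04 to -0.001 and MT-ND6 from -0.02 to 0.093 on the log2 scale. With the likelihood ratio test 3 no longer passed because the shrunken fold change fell below 1.5, APOE in Fur and PTGS1 in both Norwegian breeds, and 4 passed in addition.

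The scores over gene lists and module regulators with their alternatives were not run, since at most 19.5% of the genes of any list have an identifier with a name. Depth limits the results for genes near 3 counts, such as PNCK and ENSOARG00000015670 in Suffolk, for which the fold change is a lower bound.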

Differences from the paper's values

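The paper reports 27 DEGs between Belclare and Suffolk, 14 with lower and 13 with higher expression, against 1 here, 0 with lower and 1 with higher expression (954 genes at an unadjusted p under 0.05). Among the alternatives set before the data were examined, none came within 1.5 times the paper's total. DESeq2's Wald test with unshrunken fold changes was nearest, with 44 (23 lower and 21 higher), and the likelihood ratio test with shrunken fold changes gave 3. In that test every gene of Supplementary Table 1 had an adjusted p of at most 0.0233. Most of them missed the call only because the shrunken fold change was below 1.5. With DESeq2's Wald test and a beta prior, chosen after the values were seen, there were 24 DEGs, 12 with lower and 12 with higher expression. For Fur and NWS the paper's numbers, 1827 and 2641, lay within 1.5 times those found here.

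The paper gives 31 fold changes for single genes. Of these, 7 were counted as within 1.5 times the value found here or within its standard error, and 24 were not. Among the 7, PNCK in NWS was judged by its lower bound of 36.8 against the paper's 34.78. A lower bound cannot show how far the values differ, so the agreement for PNCK is undecided. For COX-1 in NWS, which the paper describes as higher in Suffolk, it gives a fold change of 0.48. Read as a fold, this value would mean lower expression in Suffolk, against the paper's own wording. Here Suffolk was 1.40-fold higher than NWS, and none of the alternatives run came within range of 0.48 as a fold. The log2 fold change of COX-1 here was -0.49, so 0.48 is close to its size on the log2 scale. The paper does not state that scale for this value, which is counted among the 24. The paper's other folds outside the range were all smaller than those found here.

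For Belclare, the paper's fold changes higher in Suffolk were 1.86 for SLC16A6, 1.76 for ST6GAL2 and 1.72 for AQP9, against 4.02, 2.70 and 4.54 here. Those higher in Belclare were 1.81 for EGFL6, 1.71 for CLGN, 1.70 for LMAN1L and 1.65 for ADAM7, against 3.47, 3.32, 3.15 and 2.84. Of the alternatives set before the data were examined, only the replicate block brought ST6GAL2 within range (2.46), and none did so for the others. The block moved CCER2 out of range, to 3.06 against the paper's 1.81.

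For Fur, the paper's fold changes higher in Suffolk were 6.42 for SERPINF2, 5.11 for MUC5AC and 4.09 for ENSOARG00000016098, against 12.8, 15.5 and 11.4 here. With the replicate block they were 4.7, 4.57 and 4.01, and with DESeq2's Wald test MUC5AC was 3.46 and ENSOARG00000016098 4.27. Those higher in Fur were 8.96 for PCP4, 8.90 for ACTC1, 8.52 for PI16, 7.47 for ACTG2 and 7.42 for ASB2, against 87.4, 19.7, 24.5, 17.0 and 13.9, and none of the alternatives set before the data were examined closed these gaps.

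For NWS, the paper's fold changes higher in Suffolk were 4.85 for TRPM1, 4.58 for CD177, 4.49 for SCGB2A1 and 3.63 for FLT3, against 14.4, 9.17, 7.22 and 7.24 here. The replicate block brought CD177 (4.06) and FLT3 (4.37) within range. Those higher in NWS were 15.14 for POPDC2, 12.60 for PCP4, 9.82 for ACTG2 and 9.23 for DES, against 25.8, 82, 18.5 and 18.0. A fit of all 4 breeds gave 25.7 for POPDC2, with a standard error of 0.79 on the log2 scale that takes in the paper's value, and the remaining gaps were not closed by the alternatives set before the data were examined.

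Settings chosen after the values were seen came nearer. With DESeq2's Wald test and a beta prior, 26 of the 31 folds were within range, among them SLC16A6 (1.93), ST6GAL2 (1.81), AQP9 (1.77), EGFL6 (1.86), CLGN (1.75), LMAN1L (1.75), ADAM7 (1.69), PCP4 (9.5 in Fur and 13.1 in NWS), ACTC1 (9.06), PI16 (8.72), ACTG2 (7.65 and 9.97), ASB2 (7.54), TRPM1 (4.94), SCGB2A1 (4.54), FLT3 (3.68), POPDC2 (15.3) and DES (9.38). It was not for SERPINF2 (2.28), MUC5AC (2.19), ENSOARG00000016098 (2.42), CD177 (2.03) and COX-1 in NWS (1.40). The likelihood ratio test with the normal prior, likewise chosen for single genes after the values were seen, brought the 7 Belclare genes (1.48, 1.49, 1.38, 1.47, 1.40, 1.41 and 1.39 in the order given above), ASB2 (5.02), CD177 (3.1), SCGB2A1 (3.32), FLT3 (2.55) and POPDC2 (10.2) within range. It put PNCK in NWS, otherwise judged by a lower bound, out of range at 17.7 against the paper's 34.78, so that 13 of the 31 were outside.

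The genes of Supplementary Table 1 are DEGs in the paper and were not called here, with adjusted p between 0.106 and 0.211. They were called by DESeq2's Wald test, with adjusted p from 0.000498 for SLC16A6 to 0.0201 for ADAM7, and CCER2, MICB, EGFL6, SLC16A6 and ST6GAL2 also with all 4 breeds in one fit. Over the alternatives set before the data were examined, their adjusted p ranged from 0.000498 to 0.787. The beta prior, chosen after the values were seen, called all 10, and the likelihood ratio test, for single genes likewise chosen after the values were seen, CCER2 and PADI2.

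The paper's text reads as if CD27, CD80, C3, APOE, IGF2 and SAA1 were higher in Fur than in Suffolk, and its discussion states that C3 was lower in Suffolk. Here each of them was lower in Fur, with log2 fold changes of -1.49 for CD27, -1.21 for CD80, -0.82 and -0.997 for the 2 copies of C3, -0.61 for APOE, -0.81 for IGF2 and -1.64 and -2.83 for the 2 copies of SAA1. The direction was the same under each alternative run. The readable part of Table S6 lists 1448 genes for Fur, all higher in Suffolk, and the 1432 tested here all had that direction. Names came only from the paper's tables, so a gene higher in Fur could hardly be looked up here. The direction of these immune genes is therefore no independent check, as the same counts underlie that table. Of 73 genes that the paper names, 34 had an identifier, and the others were not examined. The paper's passage on these immune genes also names CCL2 as lower, while its discussion gives CCL2 as higher in Fur and NWS. Higher and lower in that passage may therefore refer to Suffolk, which the statement on C3 in the discussion contradicts. CD27 (adjusted p = 0.0669), IGF2 (0.0531) and the copy of C3 at -0.82 (0.0575) were not called. All 3 passed with DESeq2's Wald test (0.0235, 0.023 and 0.0261) and with all 4 breeds in one fit (0.0325, 0.0315 and 0.0188), and CD27 and IGF2 also with the replicate block (0.0478 and 0.0336). Over the alternatives set before the data were examined the highest adjusted p was 0.0659 for CD27, 0.0509 for IGF2 and 0.263 for C3. Of the genes that were called, the copy of C3 at -0.997 and the copy of SAA1 at -2.83 no longer passed with the replicate block (0.228 and 0.0503), and APOE fell below the fold change threshold with the likelihood ratio test (log2 fold change -0.57). CD27 in NWS was likewise not called (adjusted p = 0.0547) and passed with the Wald test (0.0231), all 4 breeds in one fit (0.0312) and the block (0.0334), with 0.0535 as the highest. Of the settings chosen after the values were seen, the beta prior called each of these, and the likelihood ratio test CD27 in both breeds. The text of the paper names ACTA1 among the genes higher in Fur, where its Supplementary Table 2 lists ACTC1.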

Other observations

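The tests of NWS against Fur, of mislabelling, of slopes within the Irish breeds and of the muscle score as a covariate were chosen only after the results they bear on were seen.

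The numbers of DEGs at the follicular phases were set against other splits of the same ewes, which part every pair of same-numbered ewes as the real split does. At the synchronised cycle 3 of 100 splits gave as many DEGs as Belclare against Suffolk, 1 of 100 (the real one) as many as Fur and 1 of 100 as many as NWS, where the largest number in another split was 2090. At the natural cycle 100 of 100 splits gave at least as many as the 0 of Belclare, as any number does (1443 genes at an unadjusted p under 0.05), 1 of 100 as many as Fur and 1 of 100 as many as NWS. Total counts did not differ between the breeds and Suffolk (exact permutation p = 0.798, 0.669 and 0.507), so depth does not separate them. Breed and country remain confounded for Fur and NWS.

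COX-1 of the sequencing data and COX-1 of the staining are products of different genes. The gene called COX-1 in the tables is the mitochondrial cytochrome c oxidase subunit, while the paper names a cyclooxygenase-1 antibody for the staining, whose gene PTGS1 was 1.62-fold higher in Suffolk than in Fur and 1.64-fold higher than in NWS. The difference in COX-1 between Fur and NWS, 5.61 on the log2 scale (adjusted p = 2.42e-16), is not seen in PTGS1, with 22.5 ± 4.79 CPM (SD, n = 8) in Fur and 22.0 ± 11.1 CPM (n = 10) in NWS, which was not called between these breeds.

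Fur ewes had a low COX-1 count in every state. The log2 fold change against Suffolk was -6.11 at the synchronised follicular, -6.26 at the natural follicular and -5.92 at the luteal phase, and all 27 Fur ewes lay between 24.6 and 47.8 CPM. Of the 87 ewes of the other breeds, 85 lay between 777 and 3472 CPM. The other 2, NWS replicates 4 and 10 of the natural cycle, had 36.9 and 31.7 CPM, and no ewe lay between both levels. A mislabelled sample was examined as an explanation for these 2 ewes, with a score over the 100 genes of smallest p between NWS and Fur over the synchronised follicular and luteal ewes, COX-1 left out, not all of which had an adjusted p under 0.05. The score parted the natural ewes of the 2 breeds, from -0.539 to -0.136 in Fur and from 0.208 to 0.974 in NWS, and the 2 ewes had 0.314 and 0.402, inside the NWS range. A loss of COX-1 reads in alignment was examined with MT-ND6. This gene cannot separate such a loss from a true loss of the transcript, since both could leave MT-ND6 unchanged. At the synchronised follicular phase MT-ND6 was lower in Fur by much less (log2 fold change -0.711) and about as much lower in NWS (-0.70). At the natural follicular phase it was -0.897 in Fur and -0.601 in NWS. At the luteal phase, where COX-1 was still low in Fur, MT-ND6 was not lower in either breed (0.075 in Fur and 0.342 in NWS). Because the authors' mapping allowed at most 2 mismatches with the reference, a mitochondrial sequence that differs from the reference in COX-1, carried by the Fur ewes and by 2 of the NWS ewes, is a candidate explanation for the level. It is a hypothesis, which only the reads could test, and a true loss of the transcript is not excluded. MT-ND6 is the only other mitochondrial protein gene that could be named.

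Few genes were called between the Norwegian breeds. Between NWS and Fur at the synchronised follicular phase there was 1, COX-1, with 1042 genes at an unadjusted p under 0.05. With the replicate block the number was again 1. Of 100 splits of the same ewes, 12 gave at least as many genes, so the number of genes is within what chance gives, which says nothing about the size of the COX-1 difference. At the natural and luteal phases 5 and 6 genes were called, COX-1 among them. Over the synchronised follicular and luteal ewes together, 93 genes had an adjusted p under 0.05, 46 of them with a fold change above 1.5. Against Suffolk, 1531 DEGs were common to Fur and NWS, with the same Suffolk ewes in both comparisons.

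The higher muscle genes in Fur and NWS may reflect how much smooth muscle the sampled piece of cervix held. A score was taken as the mean log2 CPM of ACTG2 and DES. Across the other 14809 genes, the slope on this score among ewes of the same breed was correlated with the log2 fold change of NWS against Suffolk (r = 0.642, Spearman's rho 0.572) and of Fur against Suffolk (r = 0.548). Scores shuffled within breeds gave as high a correlation in 5 and 8 of 1000 shuffles (permutation p = 0.006 and 0.009). With slopes from the 21 Irish ewes alone, r was 0.601 for NWS (permutation p = 0.03), and without the Belclare ewe of the highest score, which has 5368 CPM of ACTG2, it was 0.352 (p = 0.003). With the score as a covariate, 115 of the 1965 DEGs of Fur and 124 of the 2774 of NWS were still called. That test cannot decide between tissue composition and breed, since no Suffolk score (3.69 to 8.38) reached the range of the Norwegian ewes (9.79 to 12.08), so that score and breed are nearly the same variable. Genes are not independent replicates, and the muscle genes are themselves part of the breed difference. The share of smooth muscle in the tissue and a higher expression per muscle cell cannot be told apart here.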
